# The long noncoding RNA HOTAIR has tissue and cell type-dependent effects on HOX gene expression and phenotype of urothelial cancer cells

**DOI:** 10.1186/s12943-015-0371-8

**Published:** 2015-05-21

**Authors:** Judith Heubach, Juliana Monsior, René Deenen, Günter Niegisch, Tibor Szarvas, Christian Niedworok, Wolfgang Arthur Schulz, Michèle Janine Hoffmann

**Keywords:** HOTAIR, Long noncoding RNA, Bladder cancer, HOX gene

## Abstract

**Background:**

Urothelial carcinoma (UC) is the fifth most common cancer in the developed world. Delineation of differentiation subtypes in UC highlighted the importance of aberrant differentiation. Understanding underlying mechanisms may facilitate diagnosis and development of efficient therapy strategies. It is well accepted that epigenetic mechanisms are involved. Long noncoding RNAs (lncRNAs), a new class of epigenetic factors, are thought to mediate molecular differences between cell types to control cellular identity. The present study focuses on the lncRNA HOTAIR, originating from the HOXC locus. Its overexpression induces an aggressive phenotype in many cancers and aberrant expression of homeotic HOX transcription factors, especially HOXD10, that regulate differentiation and tissue homeostasis. The aim of the present study was to determine the functional role of HOTAIR in UC with regard to aggressive phenotype, regulation of aberrant differentiation and altered HOX gene expression.

**Methods:**

We determined RNA expression levels of HOTAIR and HOX genes in UC tissues and cell lines. Knockdown of HOTAIR and ectopic overexpression was performed to determine the effect on reported target genes in UC. Cell lines were stably transfected with HOTAIR to investigate changes in phenotype and HOX gene expression.

**Results:**

HOTAIR was overexpressed in approximately half of UC tissues and cell lines. Effects of HOTAIR overexpression differed between cell lines. Whereas VM-CUB1 cells acquired the expected phenotype with increased proliferation, clonogenicity, anchorage independent growth, migratory activity and epithelial-to-mesenchymal transition, 5637 cells grew more slowly displaying induction of senescence and related immune response genes. Other UC lines showed intermediate effects. Expression profiling revealed divergent effects on HOX genes, cell cycle regulators and differentiation according with the phenotypic differences between HOTAIR-overexpressing VM-CUB1 and 5637 cells.

**Conclusions:**

Our data indicate that HOTAIR overexpression may affect differentiation state and aggressiveness of UC cells, but in a cell-type dependent manner. Our functional studies and the comparison of our expression data sets with those from other cancer cell types, which revealed minimal overlaps, indicate that effects of HOTAIR are strongly tissue-dependent and can even differ within one cancer type. Thus, HOTAIR functions and target genes cannot simply be transferred from one cancer type to the other.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12943-015-0371-8) contains supplementary material, which is available to authorized users.

## Background

Bladder cancer is the fifth most common cancer in the developed world and accounts for almost 25.000 new cases per year in Germany [1]. Urothelial carcinoma (UC) can be further subdivided into subtypes which are distinct in both clinical and molecular respects [2]. In particular, muscle-invasive tumors face a poor prognosis with only 50 – 60% survival at 5 years [3]. Tumor heterogeneity in UC is now thought to derive from differences in the respective cancer stem cell populations and in the extent of aberrant differentiation, as determined by specific profiles of surface markers and cytokeratins. Differentiation subtypes and their cell populations possess different tumorigenic potential [4]. These findings call for the delineation of the mechanisms regulating normal and aberrant differentiation in the urothelium in order to improve prognostic classification and to develop new strategies for targeting the tumor-initiating cell populations as a driving force of progression, metastasis and recurrence [5].

Homeotic HOX genes build an important network regulating differentiation patterns. They are located on four clusters on different chromosomes and are expressed in a precise spatio-temporal pattern. The paralogous posterior HOX groups 11 and 13 are active during development of the urogenital system [6,7]. Importantly, positional information and cellular identity are specified by combinatorial HOX gene expression rather than by any individual locus. Disruption of such patterns in neoplasia leads to aberrant differentiation [8]. In UC, regulation and function of HOX genes have hardly been investigated.

The transcriptional regulation of HOX genes in vertebrates is not fully understood, but epigenetic mechanisms like histone modifications and DNA methylation are established as being crucial. Polycomb (PcG) and Trithorax (TrX) group complexes are key factors in this regulation. Recent findings indicate that they may be directed to their target genes by specific long noncoding RNAs (lncRNA). These transcripts also affect many further cellular processes by various functions in transcriptional and post transcriptional gene regulation as well as in regulating nuclear architecture [9,10]. Due to their expression patterns, which are highly tissue-specific and differentiation-state dependent, they are thought to mediate the fine tuning of cellular identity by amplifying and consolidating molecular differences between cell types [11]. Intriguingly, several lncRNAs are encoded within HOX gene clusters [12], and are likewise expressed in a tissue-specific manner and along developmental axes. The best studied of these lncRNAs, HOTAIR, is expressed from the posterior region of the HOXC cluster and is implicated in the regulation of development and in cancer. To date it is reported to interact mainly with the EZH2, SUZ12 and LSD1 histone-modifiers thereby mediating repressive histone modifications at H3K27 and H3K4 *in trans*, e.g. at posterior HOXD genes [12]. The central genes of the HOXC cluster, especially *HOXC5* and *HOXC6*, are reported to become aberrantly activated in UC [13], but HOTAIR has not been comprehensively studied yet. Very recently, its expression has been reported to be increased in stage Ta/T1 bladder cancers and to be correlated with recurrence [14]. HOTAIR is overexpressed in various cancers, e.g. of the breast, the lung, esophagus, pancreas and the gastrointestinal system and is usually associated with an aggressive phenotype [15-19]. However, this rather uniform effect is somewhat surprising given the postulated tissue-specific expression of lncRNAs and especially of their HOX target genes.

We therefore wondered whether the findings in other cancers on expression and function of HOTAIR could be extended to UC, in particular with regard to the regulation of aberrant differentiation patterns and HOX gene expression. We discovered that HOTAIR was overexpressed in approximately half of the investigated UC tissues and cell lines. We report that effects of ectopic HOTAIR overexpression on phenotype, differentiation and target genes differed between cell lines. Subsequent to modulation of HOTAIR expression by knockdown or ectopic overexpression, we did not observe the same effects on HOTAIR target genes among the posterior HOXD genes as previously reported for other cancer types. Further, comparisons of our gene expression microarray data, obtained from cell lines with ectopic HOTAIR overexpression, with those from similar experiments with cell lines from other cancer types revealed minimal overlap, suggesting that effects of HOTAIR are strongly tissue-dependent and cannot simply be extrapolated from one cancer type to another.

## Results

### HOX C and HOX D genes are aberrantly expressed in urothelial carcinoma

First, we determined endogenous HOTAIR expression levels and in parallel the expression of HOX genes by quantitative real time PCR. We chose posterior HOXC genes *HOXC11-13* located in close proximity to the HOTAIR transcript and posterior HOXD genes *HOXD10-13*, reported to be regulated by HOTAIR in normal fibroblasts and breast cancer mediating aggressive phenotype [12,15]. Furthermore, we assessed overexpression of the *HOXC6* gene from the center of the HOXC locus to ascertain that our sample set was representative [13]. Expression of these nine genes was determined in a set of 19 UC tissues compared to 10 normal bladder tissues (designated Set 1) and in UC cell lines compared to cultured normal uroepithelial cells (UEC). The mammary cancer cell line MCF7 was included for comparison with published data for breast cancers [15].

We found HOTAIR expression to be increased in about half of the UC tissues (9/19; Figure 1a) and particularly highly overexpressed in three progressive muscle-invasive bladder carcinomas (all pT3 high grade). However, we found no further association between increased HOTAIR expression and tumor stage due to the small cohort size of this sample set. Significant reactivation of the *HOXC6* gene in UC validated our sample set as representative (Figure 1b, p = 0.025). For the posterior HOXC genes we observed a significant reactivation of *HOXC11* and *HOXC13* in tumor tissues (Figure 1b, *HOXC13* p = 0.001). *HOXC11* expression was well correlated with HOTAIR expression in tumor tissues (r Pearson = 0.96, Figure 1e). In contrast, *HOXC12* was not expressed, indicating that the function of the boundary located between *HOXC11* and *HOXC12* was maintained. *HOXD10* and *HOXD11* were expressed at detectable levels in normal bladder tissues (Figure 1c), and more strongly in tumor tissues, with no evidence for the expected inverse correlation between HOTAIR and *HOXD10* expression (Figure 1e) [12,15]. Furthermore, we found reactivation of *HOXD12* and *HOXD13* expression in selected cancer samples (Figure 1c) and, surprisingly, a strong positive correlation between *HOTAIR* and *HOXD12,* particularly in overexpressing UC tissues (r Pearson = 0.92, Figure 1e). Thus, we did not observe any inverse correlation between HOTAIR and *HOXD10* expression, neither in our own sample set (Set 1, r Pearson = −0.05) nor in a second validation set (Set 2, r Pearson = 0.32; Figure 1e).

**Figure 1:**
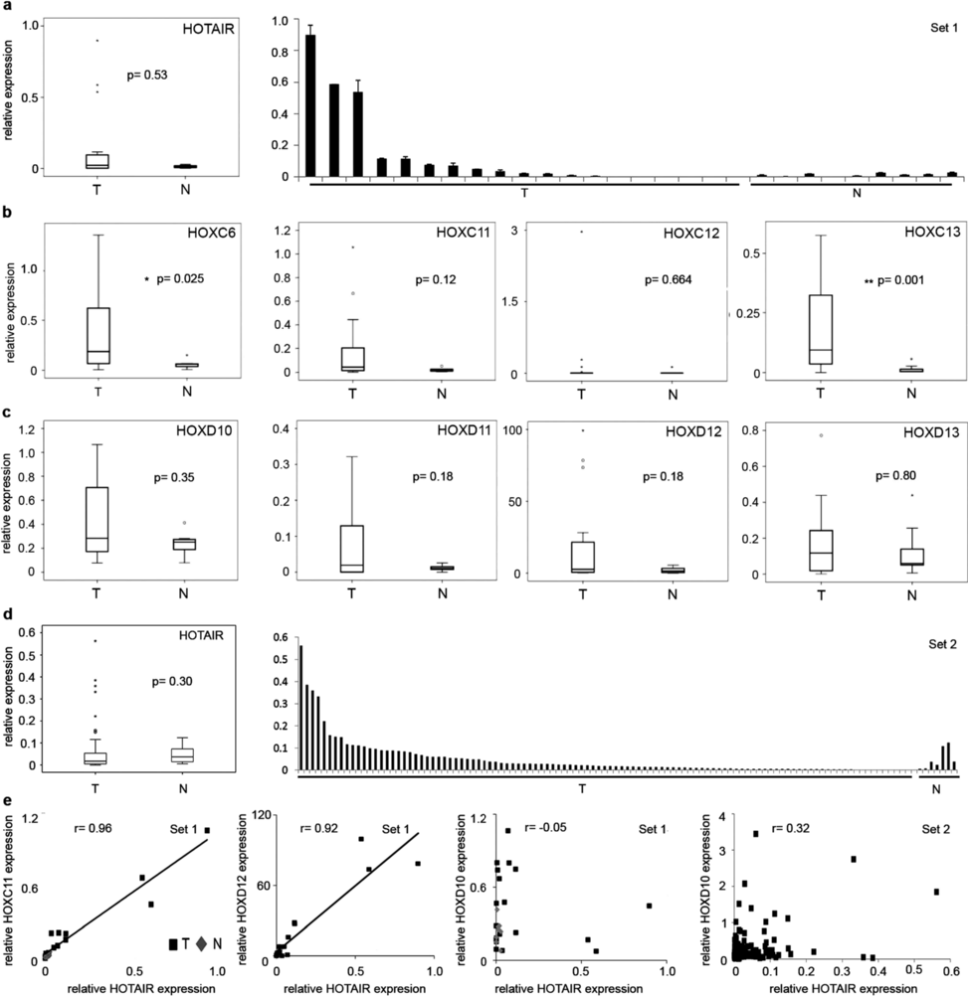
Expression of HOTAIR, HOXC and HOXD genes in benign and cancerous urothelial tissues. **(a)** Boxplot graph illustrating expression level of HOTAIR in UC tissue sample set 1 (T, n = 19) as compared to normal bladder tissues (N, n = 10; p = 0.53). Expression was measured by quantitative real-time PCR and normalized to *TBP.* The range of HOTAIR expression levels among UC tissues is illustrated in the second graph with the highest HOTAIR expression found in three pT3 high grade tumors. **(b, c)** Boxplot graphs for indicated genes in tissues of set 1 (p-values as indicated; *p ≤ 0.05, **p ≤ 0.001). **(d)** HOTAIR expression levels for a second set of UC tissue samples (Set 2, n: T = 108, N = 7) shown as boxplot diagram (p = 0.3) and as a range of expression levels differing among patients. **(e)** Correlation between expression of HOTAIR and *HOXC11*, *HOXD10* and *HOXD12* is plotted, where “r” denotes the Pearson correlation coefficient. Black squares denote tumor samples, grey rhombs denote benign tissues.

This second set comprised a larger number of tissue samples (n = 108) and revealed a similar range of HOTAIR expression among the tumors (Figure 1d) as observed for Set 1 (Figure 1a). Despite the larger cohort size, we did not observe a significant correlation between overall HOTAIR expression and any clinicopathological parameter (Table 1). As we observed that only about 20% of patients displayed significantly higher levels of HOTAIR (>2-fold than the median of normal tissues, Figure 1d), we grouped the patients into two groups according to their HOTAIR expression level for further statistical analysis (group 1 = 25% of patients with higher HOTAIR expression, group 2 = 75% of patients with average or low HOTAIR expression). Between these groups, Kaplan-Meier-analysis displayed a significant longer cancer-specific survival for patients with low HOTAIR expression (p = 0.009, Figure 2). Moreover, this stratification revealed a significant correlation between top 25% HOTAIR expression levels and tumor stage, grade or lymph node metastasis in univariate and multivariate analyses (Table 2).

**Table 1:** **HOTAIR expression in relation to clinicopathological characteristics of UC Set 2**

**Variables**			
		**HOTAIR expression**	
	**n**	**Median (range)**	**P**
Age			
≤65	54	1.95 (0.00 - 56.20)	0.822
>65	54	1.70 (0.00 - 35.90)	
Gender			
Male	79	1.70 (0.00 - 56.20)	0.501
Female	29	1.80 (0.10 - 14.90)	
Stage			
Ta	14	2.45 (0.10 - 15.70)	
T1	13	2.60 (0.10 - 56.20)	
T2	17	1.70 (0.00 - 15.00)	
T3	44	1.50 (0.10 - 38.50)	
T4	20	1.50 (0.00 - 33.20)	
Non-inv.	27	2.50 (0.10 - 56.20)	0.614
Invasive	81	1.60 (0.00 - 38.50)	
Grade			
G1	7	2.50 (0.10 - 15.70)	
G2	33	2.60 (0.00 - 35.90)	
G3	68	1.35 (0.00 - 56.20)	
Low-grade (G 1–2)	40	2.55 (0.00 - 35.90)	0.256
High-grade (G 3)	68	1.35 (0.00 - 56.20)	
Lyph node			
N0/Nx/M0/Mx	80	1.60 (0.00 - 35.90)	0.766
N + / M+	28	1.20 (0.10 - 38.50)	
Smoking			
yes	61	2.40 (0.00 - 56.20)	0.832
no	29	2.10 (0.10 - 35.90)	
unknown	18

**Figure 2:**
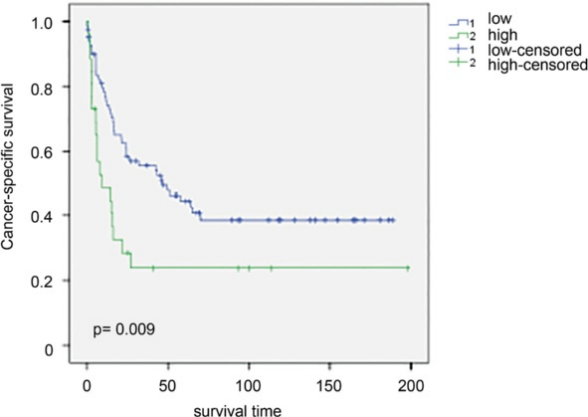
Kaplan-Meier-analysis for HOTAIR expression and cancer-specific survival. Kaplan-Meier-analysis revealed a significant advantage with regard to cancer-specific survival (p = 0.009) for patients with low HOTAIR expression (including 75% of patients with low or average HOTAIR expression levels) when compared with the 25% of patients with highest HOTAIR expression levels. Survival time is given in months.

**Table 2:** Univariate and multivariate analysis for HOTAIR expression and DSS of patients from UC Set 2 (n = 108)

***Variables***	**Disease-specific survival**		
	**HR**	**95% CI**	**P**
*Univariate analysis*			
Age (≤60 vs > 60 years)	0.923	0.562 - 1.516	0.753
Gender (male vs female)	0.697	0.407 - 1.195	0.190
Tumor stage (Ta-T1 vs T2-T4)	5,401	2.321 - 12.568	**<0.001**
Grade (G1- G2 vs G3)	4,237	2.203 - 8.150	**<0.001**
Lymph node metastasis (yes vs no)	4,884	2.832 - 8.422	**<0.001**
HOTAIR expression > 75% (high vs low)	2,033	1.180 - 3.501	**0.011**
*Multivariate analysis*			
Stage (T2-T4)	2,654	1.021 - 6.856	**0.045**
Grade (G3)	2,327	1.115 - 4.854	**0.024**
Lymph node metastasis (N+)	2,951	1.661 - 5.242	**<0.001**
HOTAIR expression (>75%)	2,200	1.232 - 3.928	**0.008**

*Abbreviations*: *DSS-* disease-specific survival; *HR* hazard ratio, *CI* confidence interval.

Patients were dichotomised according to their HOTAIR expression level (group 1 = 25% of patients with highest HOTAIR expression, group 2 = 75% of patients with average or low HOTAIR expression).

In UC cell lines, HOTAIR expression was also increased in about half of the cell lines (6/11) compared to the average expression of six independent cultures of normal uroepithelial cells (UEC, Figure 3a). Of note, HOTAIR expression in UC cell lines was not quite as high as in the mammary cancer cell line MCF7, which was used as a control for very high expression. MCF7 generally displayed higher expression of posterior HOXC genes compared to bladder cancer cell lines, including *HOXC12* which is silenced in most UC cells (Figure 3a).

**Figure 3:**
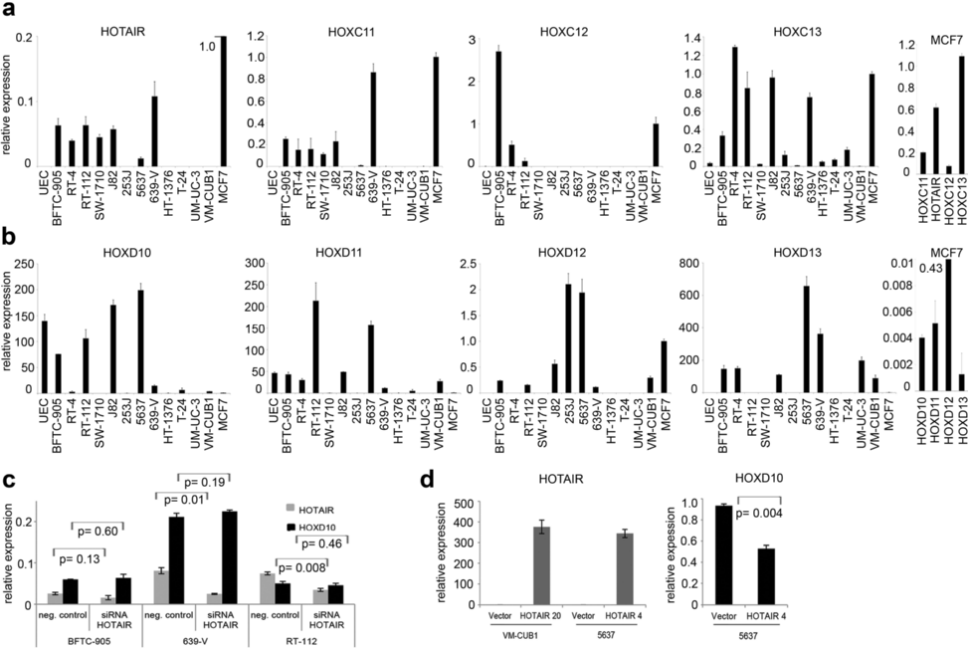
HOX gene expression in UC cells and cell type dependent effects of HOTAIR modulation. **(a, b)** mRNA expression of HOTAIR, posterior HOXC and HOXD genes was determined in UC cell lines and six different cultures of normal proliferating uroepithelial cell cultures (UEC; average expression level illustrated) by qRT-PCR and normalized to *TBP*. Expression levels are shown relative to the mammary cancer cell line MCF7, which was used as a control and set as 1. Expression values exceeding the scale are given as numerical values. To show the activity of HOX loci in the MCF7 cell line, expression levels of HOXC and HOXD genes are also illustrated separately for this cell line. Relative expression of HOTAIR (grey column) and *HOXD10* (black column) was determined by qRT-PCR after siRNA-mediated knockdown of HOTAIR in three different bladder cancer cell lines **(c)** or following overexpression of HOTAIR in stable clones from VM-CUB1 and 5637 cell lines **(d)**. Expression of *HOXD10* in VM-CUB1 remained at background levels despite HOTAIR overexpression and is not illustrated.

The expression pattern of posterior HOXD genes was heterogeneous in UC cell lines. *HOXD10* was completely silenced in the MCF7 control cell line, but was highly expressed in several UC cell lines (Figure 3b), even though they overexpressed HOTAIR (Figure 3a). *HOXD10* was also strongly expressed in all six cultures of UEC (Figure 3b), suggesting that this locus remains important for tissue homeostasis in the adult urogenital system. In other UC cell lines *HOXD10* remained undetectable, independent of whether HOTAIR was present, suggesting that posterior HOXD genes may not be HOTAIR target genes in UC. Moreover, other posterior HOXD genes were highly expressed in some UC cell lines as compared to the MCF7 cell line with its high HOTAIR expression and almost complete silencing of posterior HOXD genes, except for *HOXD12* (Figure 3b).

### The regulatory function of HOTAIR in HOX gene regulation is cell-type dependent

To further elucidate the function of HOTAIR in the regulation of HOX gene expression in UC cells, we performed siRNA-mediated knockdown of HOTAIR expression and determined the effect on its presumable target gene *HOXD10* (Figure 3c). Although HOTAIR expression was significantly diminished to about 50% by two previously published siRNAs in two different cell lines (639-V p = 0.01, RT-112 p = 0.008), *HOXD10* expression was not induced (Figure 3c). Analogous results were obtained using LNA-antisense oligonucleotides (data not shown; see Additional file 1 for data on efficiency of LNA-based knockdown).

As some regulatory effects of HOTAIR in breast cancer cells occurred only after stable transfection and long-term serial passaging [15], we generated clones of 5637 and VM-CUB1 stably overexpressing HOTAIR as well as vector controls. Both UC lines are moderately differentiated and share an epithelial phenotype and low HOTAIR expression, but posterior HOXD genes are more strongly expressed in 5637 than in VM-CUB1.

From clones with various levels of HOTAIR overexpression, we used mostly those with the highest levels to mimic HOTAIR expression in breast cancer (Figure 3d). Clones overexpressing at intermediate level were later used to further validate expression profiling results and to investigate dose dependency. *HOXD10* expression remained low in HOTAIR-transfected VM-CUB1 cells, but was diminished in 5637 cells overexpressing HOTAIR (5637_HOTAIR 4; Figure 3d, p = 0.004).

### The induction of an aggressive phenotype by HOTAIR overexpression is cell-type dependent

We analyzed HOTAIR clones of the two cell lines for the aggressive phenotype described in other tumor types [15-19]. Differences between the HOTAIR clones of the two cell lines became already evident during cell culturing. While 5637_HOTAIR clones retained their morphological phenotype (Figure 4a, bottom) but grew more slowly than control cells, VM-CUB1_HOTAIR clones grew faster and assumed a more mesenchymal phenotype with numerous filopodia and lamellipodia, indicative of EMT (Figure 4a). Indeed, whereas E-Cadherin staining was diminished compared to control cells, VM-CUB1_HOTAIR cells gained Vimentin expression (Figure 4b). Likewise, VM-CUB1_HOTAIR cells, but not 5637_HOTAIR cells displayed significantly increased migration (Figure 4c, p ≤ 0.001) and invasion capacity in transwell assays (Figure 4d, e, p ≤ 0.001).

**Figure 4:**
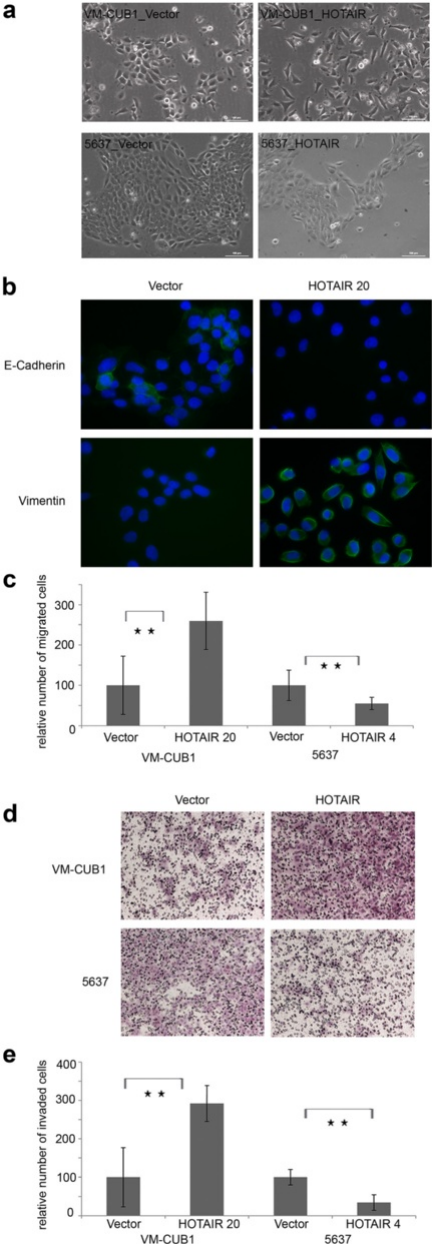
Cell type dependent induction of an aggressive phenotype in VM-CUB1 cells. **(a)** Phenotypical changes of stably transfected VM-CUB1 and 5637 clones as seen in light microscopy (10x magnification). **(b)** Immunofluorescence stainings for E-Cadherin (top, green) and Vimentin (bottom, green) to verify EMT induction in VM-CUB1-HOTAIR 20 cells (40 x magnification). Transwell assays were performed to determine changes in migration **(c)** and invasion **(d, e)** capacity (**p ≤ 0.001). Data results from one assay with 4 transwells per cell line and 5 visual fields, which were randomly chosen for counting the number of migrated or invaded cells. Results are representative for assays repeated in triplicate. Invaded cells were visualized by H&E staining (**d**, 10 x magnification).

Similarly, whereas VM-CUB1_HOTAIR cells displayed significantly increased proliferation compared to vector-transfected controls, 5637_HOTAIR cells grew more slowly than control cells (Figure 5a, p ≤ 0.001). Analogous results were obtained in a clonogenicity assay (Figure 5b). In an anchorage-independent growth assay, neither HOTAIR-overexpressing nor 5637 control cells grew in soft agar, whereas VM-CUB1_HOTAIR cells generated larger colonies than the parental cells (Figure 5c). Four additional stably transfected VM-CUB1_HOTAIR clones also displayed increased proliferation, three additional stably transfected 5637_HOTAIR clones showed reduced proliferation (Figure 5d, for p-values see Additional file 2: Table S1). Cell type-dependent effects of HOTAIR were also obtained with further UC cell lines. Proliferation and clonogenicity increased in some HOTAIR transfected cell lines, but did not change or were diminished in others (Figure 5e, f). The mammary cancer cell line SK-BR3 served as a control in these experiments, yielding the expected increases.

**Figure 5:**
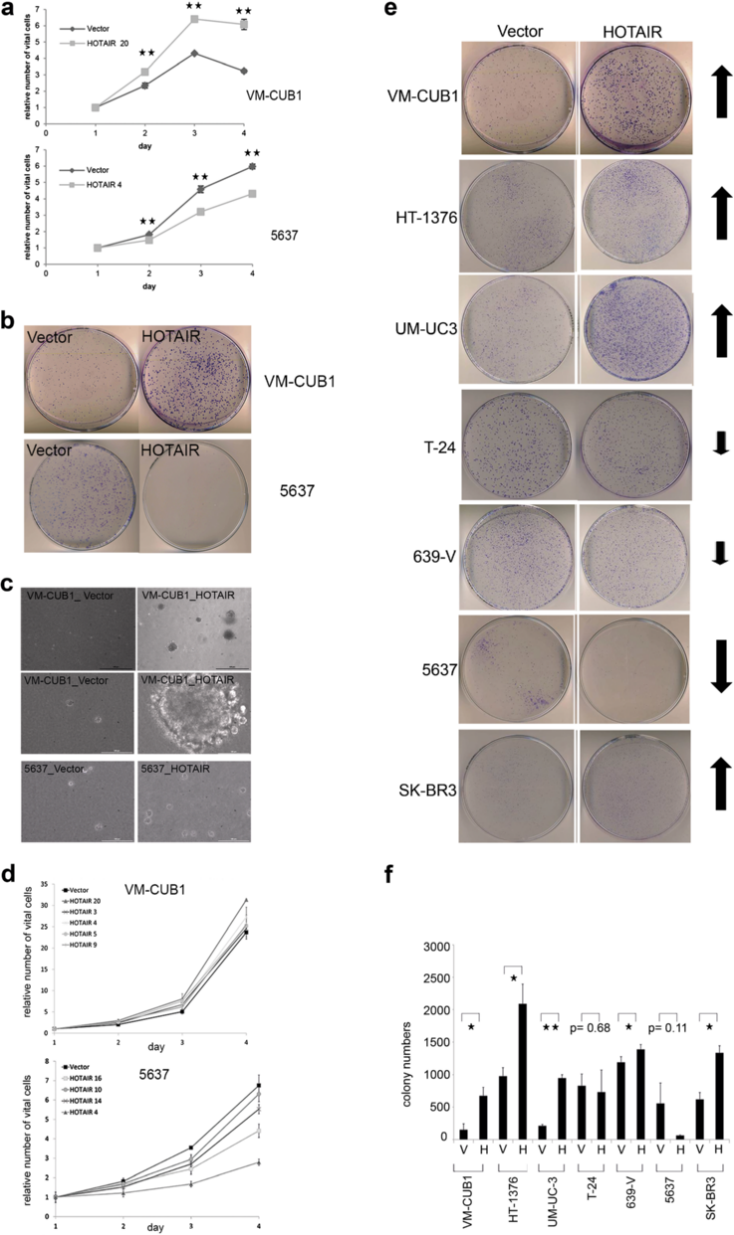
Cell type dependent effects of HOTAIR overexpression on proliferation and clonogenicity. **(a)** The relative number of vital cells was monitored in quadruplicates of stably HOTAIR-transfected VM-CUB1 and 5637 cell clones by MTT assay over 4 days. Results shown for one assay are representative for three independent assays (**p ≤ 0.001). **(b)** Effects of HOTAIR transfection on clonogenicity in VM-CUB1 or 5637 cells. **(c)** Representative picture from increased anchorage-independent growth of VM-CUB1_HOTAIR 20 cells in triplicate soft agar assays (4 x (top) and 20 x (center) magnification); 5637 cells poorly formed colonies independent of HOTAIR overexpression (20x, bottom). **(d)** MTT assays for additional stably transfected HOTAIR clones of VM-CUB1 and 5637, with analogous results to those shown in **(a)**. Number of vital cells was determined in quadruplicate at every time point for every clone. For p-values see Additional file 2: Table S1. **(e, f)** Cell-type dependent effects of HOTAIR on clonogenicity in further UC cell lines (*p ≤ 0.05, ** ≤ 0.001).

### HOTAIR target genes differ between cell types and tissues explaining divergent effects

Expression profiling analysis was performed to identify the genes differentially affected by HOTAIR in stably transfected VM-CUB1 and 5637 cell clones. 

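A total of 12 RNA preparations were hybridised to Affymetrix PrimeView arrays, which read transcripts near their 3′ ends. VM-CUB1 and 5637 are established urothelial carcinoma cell lines. Each of 4 groups had 3 arrays: VM-CUB1_HOTAIR 20 and 5637_HOTAIR 4, the clones with stable ectopic HOTAIR, and the vector controls VM-CUB1_LV and 5637_LV. The 3 replicates of a group are RNA preparations of 1 clone, so the p-values measure the spread between preparations and not between clones. The authors summarised the arrays with RMA in GeneSpring and deposited log2 values of 49395 probe sets. In the deposited table, every probe set is centred on its median over the 6 arrays of its cell line, with the largest remaining median at 5.0e-07. The values therefore give differences between HOTAIR and vector within a line, and no expression level. For this reason no filter for signal above background was applied. After 102 control probe sets were left out, 44988 of the rest carried exactly 1 gene symbol and stood for 18132 genes, with a gene's value being the mean of its probe sets. The SE of a gene thus covers the spread between arrays and not that between its probe sets. HOTAIR itself is not analysed here. TBP, the reference gene of the qRT-PCR experiments, had a log2 fold change of -0.05 (SE 0.053, adjusted p = 0.45) in VM-CUB1 and of -0.04 (SE 0.050, adjusted p = 0.62) in 5637. Each line was fitted with limma, HOTAIR against vector, and genes were called at a Benjamini-Hochberg adjusted p under 0.01. Correlations of the centred values between arrays of a group were 0.896 to 0.927 for VM-CUB1_LV and 0.916 to 0.927 for VM-CUB1_HOTAIR 20. They were 0.778 to 0.792 for 5637_HOTAIR 4 and 0.693 to 0.776 for 5637_LV, whose replicate 1 correlated least with the others. With centred values such correlations also grow with the difference between HOTAIR and vector, so they do not rank the lines by array quality. The number of arrays limits the precision. The median residual SD of a gene was 0.087 in VM-CUB1 and 0.079 in 5637 on the log2 scale.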

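In VM-CUB1_HOTAIR 20, 7536 of the 18132 genes differed from the vector control, and in 5637_HOTAIR 4 5430 did. In VM-CUB1, the largest rise was that of SRGN, the core protein of a proteoglycan of secretory granules, at 1010-fold (log2 fold change 9.98, SE 0.071, adjusted p = 9.4e-11, n = 3 against 3). The largest fall was that of KRT19, a keratin of simple epithelia, which was 470-fold lower (log2 fold change -8.88, SE 0.191, adjusted p = 4.5e-09). TGFBI, an extracellular matrix protein, was 336.3-fold lower, and SPP1, which encodes osteopontin, was 222.5-fold lower. The changes in 5637 were smaller. There, the chemokine gene CCL2 rose most, 92.6-fold (log2 fold change 6.53, SE 0.128, adjusted p = 3.7e-08), followed by PAEP, which encodes glycodelin, at 37.7-fold. By the mean of a gene's probe sets, the largest fall in 5637 was that of the annexin gene ANXA10, 11.4-fold lower (SE 0.116, adjusted p = 3.2e-07). In all called genes of either line (100%), the 3 HOTAIR arrays lay wholly above or wholly below the 3 vector arrays. This was so for 58% of all genes in VM-CUB1 and for 51.3% in 5637, against the 10% that chance gives. The methods' t-test called 5892 and 3655 genes.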

At a cut-off p-value < 0.01 (Benjamini-Hochberg adjusted) we identified 8634 differentially expressed genes in VM-CUB1 cells and 5549 genes in 5637 cells compared to the respective vector controls (Figure 6a). 

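In VM-CUB1, 3827 genes rose with HOTAIR and 3709 fell. In 5637, 2665 rose and 2765 fell. The largest rises in VM-CUB1 after SRGN included KRTAP2-3, a keratin-associated protein gene of hair, at 246.3-fold, and the muscle and mechanical stress gene ANKRD1 at 135.6-fold. UCHL1, a neuronal deubiquitinase gene, fell there (144.9-fold lower, SE 0.092), as did MIR205HG, the host gene of a microRNA of epithelial cells (126.0-fold lower, SE 0.113). In 5637, the receptor gene LY75 rose 29.8-fold (SE 0.144), and the calcium-binding protein gene CALB1 fell (10.6-fold lower, SE 0.049). Adjusted p was 1.9e-07 or lower in limma for each of these genes. The median log2 fold change over all genes was -0.03 in VM-CUB1 and -0.04 in 5637.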

Interestingly, about half of the genes were downregulated or upregulated in either cell line (VM-CUB1: 4205 genes downregulated, 4429 genes upregulated; 5637: 2783 genes downregulated, 2766 genes upregulated). Of these, 2835 genes were common to both cell lines, but only 784 of these were downregulated, indicating that also transcription activating chromatin modifications may be mediated by HOTAIR. 

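Of 3420 genes called in both lines, 915 fell in both, 1008 rose in both and 1497 went in opposite directions. Lists of these sizes that were independent of each other would share 2256.8 genes, of which 565.6 would fall in both, 562.5 would rise in both and 1128.7 would be opposite. Genes that are not expressed stayed among the genes tested, which lowers these expected numbers. The opposite count lay above its expected number as well, so an excess by itself does not show a shared direction. Opposite genes were 43.8% of those shared, less than the 1128.7 of 2256.8 for independent lists. That is a lean to the same direction, which was not tested. Across all genes, Spearman's rho of the log2 fold changes in the 2 lines was 0.06. The gap junction gene GJB6 fell in both lines (9.15-fold lower in VM-CUB1, SE 0.105, and 6.43-fold lower in 5637, SE 0.089). SNAI2, an EMT transcription factor gene, fell in both too (5.50-fold lower, SE 0.055, and 2.80-fold lower, SE 0.061). FOXQ1, a forkhead factor gene, was 12.1-fold and 2.08-fold lower (SE 0.099 and 0.053). Each fall had an adjusted p of 2.7e-06 or lower in limma. The lines share no control arrays. The methods' t-test gave 1973 shared genes, 530 of them lower in both.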

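RNA splicing factors and genes of mitosis and cell division fell in 5637_HOTAIR 4. Of 62 splicing factors measured, 27 fell and 2 rose (28 fell and 2 rose when adjusted over the list alone). Among them were HNRNPA3 (log2 fold change -0.96, SE 0.053), SNRPE, a core protein of the spliceosome (-0.86, SE 0.062), and PRPF3 (-0.83, SE 0.051). Of 56 genes of mitosis and cell division, 31 fell and 2 rose (34 and 3 when adjusted over the list alone, and 1 rose without 5637_HOTAIR 4 replicate 1 or 2). NUF2 of the kinetochore had a log2 fold change of -0.89 (SE 0.084) and KIF15, a spindle motor, of -0.81 (SE 0.057). For VM-CUB1_HOTAIR 20 the same splicing list held 15 genes that rose and 18 that fell, including PRPF6 with a rise (log2 fold change 1.19, SE 0.072) and U2SURP with a fall (-1.23, SE 0.076). These lists were tested with camera of limma, with adjusted p = 1.2e-05 for splicing and 1.3e-07 for mitosis in 5637. With an estimated correlation between the genes, adjusted p = 0.036 and 0.046. In VM-CUB1 24 genes of mitosis and cell division fell and 9 rose, and splicing and mitosis had adjusted p of 0.98 and 0.29. The difference between the lines had an adjusted p of 0.020 for splicing and 0.073 for mitosis, and adjusted p = 0.18 and 0.32 with an estimated correlation.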

A Gene ontology database (GO) search using DAVID [20] revealed involvement of differentially expressed genes in RNA processing/splicing, cell division/chromosome partitioning and intracellular transport. 

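Several genes of cytokine signalling rose in both lines. SOCS3, a feedback inhibitor of JAK-STAT signalling, rose 2.46-fold in VM-CUB1 (SE 0.070) and 2.22-fold in 5637 (SE 0.061). The receptor gene LIFR rose 2.19-fold (SE 0.081) and 2.28-fold (SE 0.046), and IL13RA2, a receptor of interleukin 13, 14.4-fold (SE 0.116) and 6.99-fold (SE 0.179). Of 49 genes of JAK-STAT signalling measured, 21 rose and 10 fell in VM-CUB1, and 20 rose and 9 fell in 5637, with the same counts when adjusted over the list alone. PLAT, the tissue plasminogen activator gene, rose 24.3-fold and 12.6-fold (SE 0.063 and 0.070), and SPARC, a matrix protein gene linked to cell movement, 18.3-fold and 5.61-fold (SE 0.074 and 0.056). Adjusted p was 8.5e-06 or lower for each of these rises. The JAK-STAT list had an adjusted p of 0.17 in VM-CUB1 and of 0.024 in 5637 (camera). The latter was lost with an estimated correlation (adjusted p = 0.19).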

The 838 genes concomitantly induced in both cell lines were significantly assigned to processes like cellular protein localization, locomotion, regulation of cell death and JAK-STAT signaling. 

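Genes of apoptosis and proliferation were among those that went in opposite directions. PYCARD, an adaptor of the inflammasome, was 6.39-fold lower in VM-CUB1_HOTAIR 20 and 5.15-fold higher in 5637_HOTAIR 4 (SE 0.154 and 0.128). CASP1, the caspase that it recruits, was 2.71-fold lower and 3.42-fold higher (SE 0.063 and 0.064). KLF4, a transcription factor that slows proliferation, was 3.11-fold lower and 2.82-fold higher (SE 0.069 and 0.050). For these genes the difference between the lines had an adjusted p of 6.5e-10 or lower in limma. In all, 741 genes were higher in VM-CUB1 and lower in 5637, and 756 the reverse. Each of these 1497 genes also passed the test of the difference itself, which calls in opposite directions nearly ensure. The largest such differences were those of VIM, which encodes vimentin (10.21 on the log2 scale, VM-CUB1 minus 5637), SPOCK1, a matrix proteoglycan gene (8.10), CST6, a protease inhibitor gene (-10.36), and LY75 (-8.17). Genes called in both lines in opposite directions numbered 841 with the methods' t-test and 2288 at an adjusted p under 0.05.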

The remaining 1213 overlapping genes were regulated in opposite directions and significantly associated with GO groups like regulation of proliferation, regulation of apoptosis and metabolic processes concurring with the observed differing phenotypes. 

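HOXC6 lies in the HOXC cluster and encodes a homeodomain transcription factor. It was 13.4-fold higher in VM-CUB1_HOTAIR 20 than in the vector control (log2 fold change 3.75, SE 0.110, adjusted p = 2.4e-08, n = 3 against 3). In 5637_HOTAIR 4 it was 1.27-fold lower (log2 fold change -0.35, SE 0.067, adjusted p = 3.5e-03). The difference between the lines was 4.09 on the log2 scale (adjusted p = 4.6e-11 from limma). Of the 3 probe sets of HOXC6, 2 were 32.1-fold and 54.4-fold higher in VM-CUB1, and the third was 1.38-fold higher (adjusted p = 0.048 over all probe sets). The call in 5637 was lost with the methods' t-test, in 1 fit of all 12 arrays, and without 5637_HOTAIR 4 replicate 1, 5637_LV replicate 1 or 5637_LV replicate 2.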

Interestingly, two HOX genes, *HOXD3* and *HOXC6*, were as well regulated in opposite directions.

**Figure 6:**
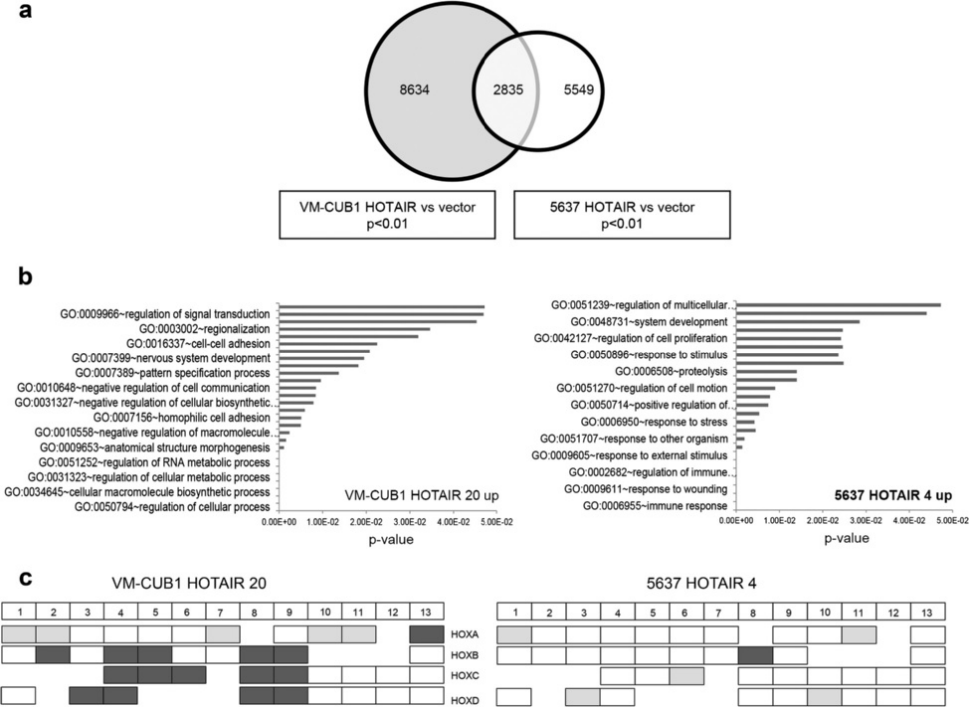
Results of RNA expression profiling reveal cell type dependent target genes of HOTAIR. **(a)** Venn diagram for differentially expressed genes in VM-CUB1_HOTAIR 20 and 5637_HOTAIR 4 cells when compared to the respective vector controls. Three independent RNA preparations of each clone were hybridized to Affymetrix PrimeView 3′IVT arrays. Differentially expressed genes with a significance of p < 0.01 (Benjamini-Hochberg adjusted) were selected. **(b)** Genes with at least two-fold overexpression in VM-CUB1 and 5637 (p < 0.01) were subjected to GO analysis using DAVID analysis software. GO biological process terms significantly enriched at p < 0.05 after adjustment were considered; the list was edited for multiple similar terms. **(c)** Changes in HOX gene expression pattern in stably transfected VM-CUB1 and 5637 cells (p < 0.01) displayed as a heatmap. Downregulated genes are indicated by light grey boxes, upregulated genes by dark grey boxes. HOX genes not significantly changed are shown in white.

Considering only at least two-fold expression changes reduced the number of differentially expressed genes to 3728 in VM-CUB1 cells and to 1195 in 5637 cells. 

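At least 2-fold changes were found for 2122 genes in VM-CUB1 and for 679 genes in 5637. A change of at least 16-fold was found for 136 genes in VM-CUB1, 58 higher and 78 lower. CD40, a receptor of the TNF receptor family, rose 83.2-fold there (SE 0.140, adjusted p = 5.0e-09), and GAL, which encodes the neuropeptide galanin, was 134.9-fold lower (SE 0.134, adjusted p = 2.3e-09). In 5637, 10 genes rose by at least 16-fold and 0 fell by as much. Among these were CYB5R2, a cytochrome b5 reductase gene (25.2-fold, SE 0.077, adjusted p = 2.1e-08), and ARMCX2 (27.9-fold, SE 0.161, adjusted p = 3.4e-07). These counts rest on the mean of a gene's probe sets. A single probe set of FPR2 was 35.8-fold lower in 5637, while its others were 6.21-fold and 2.76-fold lower. Changes of at least 2-fold in both lines were found for 240 genes, where 79.5 would be shared by independent lists. Of these, 30 fell in both lines, 108 rose in both and 102 went in opposite directions. The expected 79.5 is lowered too by genes that are not expressed, which stayed among the genes tested. Where any probe set of a gene was allowed to call it, a rule chosen after the data were seen, 1055 genes had at least a 2-fold change in 5637.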

The GO analysis results for these genes fitted even better to the divergent phenotypes with regard to proliferation, EMT-induction, migration and invasion capacity (Additional file 2: Table S2). Among the upregulated genes, significant terms concerned regulation of transcription and RNA metabolism, signal transduction, cell adhesion and morphogenesis (Figure 6b). 

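Among genes with at least 2-fold changes, 1041 rose in VM-CUB1 and 518 rose in 5637. FN1, which encodes fibronectin, rose 123.1-fold in VM-CUB1_HOTAIR 20 (log2 fold change 6.94, SE 0.064, adjusted p = 1.1e-10). Its probe sets ranged from a 3.75-fold to a 707-fold rise. SPOCK1 rose 191.3-fold (SE 0.155, adjusted p = 3.5e-09). PTX3, a secreted pattern recognition molecule that binds matrix, rose 43.2-fold (SE 0.106, adjusted p = 2.8e-09). Of the transcription factor genes, ZEB1, PPARG, FOXA1 and PBX3 were among those that rose. PBX3, a partner of HOX proteins, rose 4.46-fold (SE 0.083, adjusted p = 1.2e-07). Of 47 classical cadherins and protocadherins measured in VM-CUB1, 21 fell, 2 rose and 24 did not pass the test (the same counts when adjusted over the list alone). FAT2 was 17.2-fold lower (SE 0.170) and CDH3, P-cadherin, 18.2-fold lower (SE 0.118). In 5637, 6 genes of that list rose, with PCDHB8 at 3.08-fold (SE 0.066), and 5 fell. The clustered protocadherins are related genes, so a probe set may take signal from several of them, which was not tested. This list had an adjusted p of 5.9e-04 in VM-CUB1 (camera), and adjusted p = 0.089 with an estimated correlation.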

Unexpectedly, the most significant group of genes upregulated in 5637 was involved in immune and inflammatory responses.

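Genes of inflammation and of the interferon response rose in 5637_HOTAIR 4. Of 39 NF-kappaB response genes measured, 30 rose and 0 fell (the same counts when adjusted over the list alone). S100A9 and S100A8, the subunits of calprotectin, rose 23.8-fold (log2 fold change 4.57, SE 0.073, adjusted p = 2.1e-08) and 18.3-fold (4.20, SE 0.121, adjusted p = 1.8e-07). The acute phase gene SAA2 rose 10.7-fold (SE 0.169, adjusted p = 2.3e-06). Of 59 interferon-stimulated genes, 47 rose and 1 fell (49 and 1 when adjusted over the list alone). The antiviral gene TRIM22 rose 20.4-fold (SE 0.088), and GBP1 and GBP2, guanylate-binding proteins, rose 11.4-fold (SE 0.055) and 10.4-fold (SE 0.136). In VM-CUB1_HOTAIR 20, 7 NF-kappaB response genes rose and 15 fell, and 23 interferon-stimulated genes rose and 20 fell (24 and 20 when adjusted over the list alone, and 12 and 13 without probe sets that share probes). IFIT2 and RIGI, both of the interferon response, rose 38.3-fold (SE 0.075) and 16.2-fold (SE 0.132) in VM-CUB1. Of 19 markers of other cell types, 3 rose in 5637 and 0 fell, namely CD14 (1.89-fold), PECAM1 (1.23-fold) and MBP (1.14-fold), and 2 rose when adjusted over the list alone. The CD14 call was lost with the methods' t-test, that of PECAM1 without 5637_HOTAIR 4 replicate 1 or 3 or 5637_LV replicate 1 or 2, and that of MBP without any single array. The tests (camera) gave adjusted p = 2.9e-18 for NF-kappaB response genes and 1.6e-20 for interferon-stimulated genes in 5637. With an estimated correlation, adjusted p = 0.036 and 0.13.

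**Figure D1:**
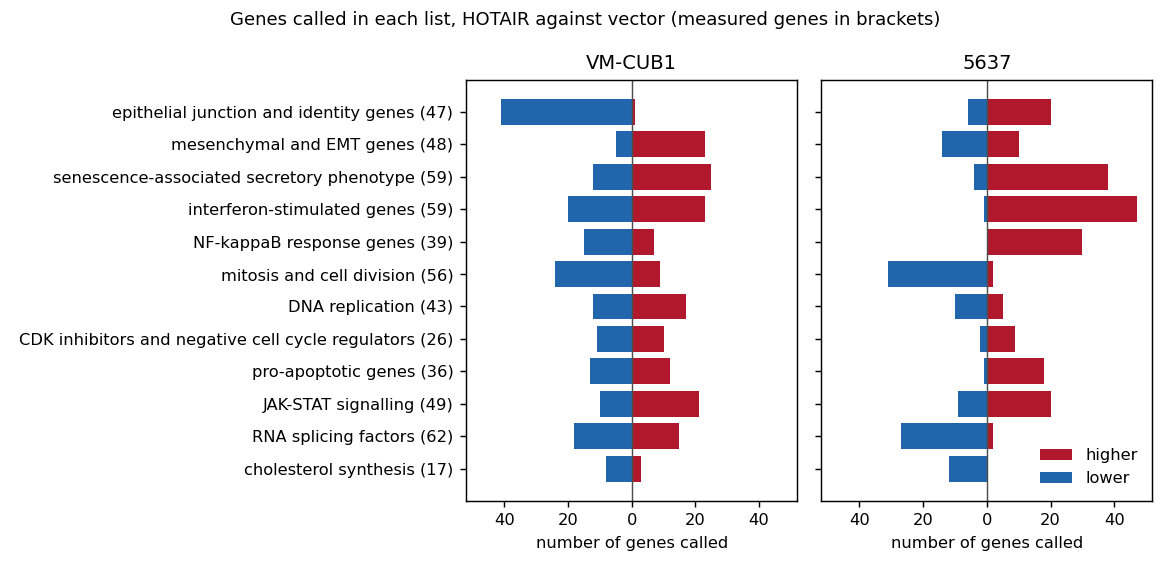
Numbers of genes called higher (right) and lower (left) with HOTAIR in 12 of the fixed gene lists, at an adjusted p under 0.01, in VM-CUB1 and 5637. Numbers of measured genes stand in brackets. In 5637, 30 of 39 NF-kappaB response genes lie to the right and 0 to the left.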

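Of 13 keratins of simple and stratified epithelia measured, 7 fell and 2 rose in VM-CUB1_HOTAIR 20 (the same counts when adjusted over the list alone). KRT13 was 2.84-fold lower (log2 fold change -1.50, SE 0.101, adjusted p = 3.5e-06), and KRT80 was 2.31-fold lower (log2 fold change -1.21, SE 0.111, adjusted p = 2.5e-05). KRT18, a keratin of simple epithelia, was 1.64-fold higher (SE 0.051). CDH1, which encodes E-cadherin, was 13.8-fold lower (log2 fold change -3.79, SE 0.097, adjusted p = 1.2e-08). Its probe sets were 84.2-fold and 2.27-fold lower. Of 26 CDK inhibitors and negative cell cycle regulators, 11 fell and 10 rose (12 and 10 when adjusted over the list alone). CDKN2A was 2.88-fold lower (SE 0.059), CDKN2B 2.10-fold lower (SE 0.079) and CEBPD, an antiproliferative transcription factor gene, 3.29-fold lower (SE 0.065), each with an adjusted p of 5.8e-06 or lower. CDKN1C, which encodes p57, was 1.76-fold higher (SE 0.087, adjusted p = 6.4e-05). Without probe sets that share probes, 6 keratins fell and 0 rose. The keratin list had an adjusted p of 0.043 (camera), and adjusted p = 0.64 with an estimated correlation. The list of negative cell cycle regulators had an adjusted p of 0.97.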

Downregulated genes in VM-CUB1_HOTAIR cells encoded cytokeratins (KRT5, 6A/B, 13, 14, 19, 80), *E-Cadherin* and negative cell cycle regulators. In contrast, EMT-inducing factors like *ZEB1*, and the EMT marker *Vimentin*, but also the hair keratins *KRT33B* and *34* were upregulated (Additional file 2: Table S3). 

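VIM, the gene of the intermediate filament protein of mesenchymal cells, rose 938.5-fold in VM-CUB1_HOTAIR 20 (log2 fold change 9.87, SE 0.143, adjusted p = 6.3e-10, n = 3 against 3). ZEB1, a repressor of CDH1, rose 19.0-fold (log2 fold change 4.25, SE 0.086, adjusted p = 3.3e-09). The hair keratin KRT33B rose 3.05-fold (log2 fold change 1.61, SE 0.138, adjusted p = 1.6e-05). Of 48 mesenchymal and EMT genes measured, 23 rose and 5 fell (the same counts when adjusted over the list alone). EMP3, a membrane protein gene of mesenchymal cells, rose 11.9-fold (SE 0.113). SNAI1 did not pass the test, with a log2 fold change of 0.13 (SE 0.102, adjusted p = 0.34). The list had an adjusted p of 1.1e-04 (camera). With an estimated correlation, adjusted p = 0.087.

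**Figure D2:**
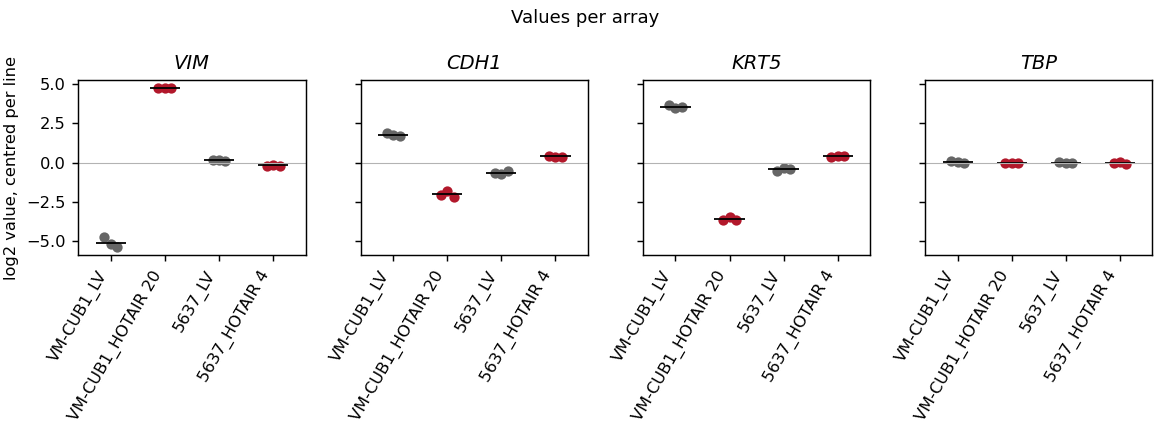
Centred log2 values of VIM, CDH1, KRT5 and TBP on each array of the 4 groups, with each point standing for 1 array. In VM-CUB1, VIM lies far higher with HOTAIR, and CDH1 and KRT5 far lower. TBP, the reference gene, had log2 fold changes of -0.05 and -0.04.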

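CDKN1C, which encodes the CDK inhibitor p57, rose 16.3-fold in 5637_HOTAIR 4 (log2 fold change 4.03, SE 0.153, adjusted p = 6.5e-07). Of 26 CDK inhibitors and negative cell cycle regulators, 9 rose and 2 fell (10 and 2 when adjusted over the list alone), including TOB1, an antiproliferative gene, with a 2.35-fold rise (SE 0.061). Of 36 pro-apoptotic genes, 18 rose and 1 fell, with the same counts when adjusted over the list alone. Without 5637_HOTAIR 4 replicate 1 or 5637_LV replicate 2, 1 gene of the former list fell and 0 of the latter. Without 5637_HOTAIR 4 replicate 2, 1 of the former fell too, and without 5637_HOTAIR 4 replicate 3 or 5637_LV replicate 3, 0 of the latter. TNFSF10, the death ligand TRAIL, rose 6.09-fold (SE 0.186, adjusted p = 1.5e-05) and PMAIP1, a BH3-only protein gene, 1.81-fold (SE 0.047, adjusted p = 4.3e-06). Of 48 mesenchymal and EMT genes, 14 fell and 10 rose, the same when adjusted over the list alone. VIM was 1.26-fold lower (SE 0.051, adjusted p = 9.7e-04). The EMT factor genes ZEB1 and SNAI1 had log2 fold changes of -0.05 (SE 0.062, adjusted p = 0.59) and 0.10 (SE 0.094, adjusted p = 0.43). That of SNAI2, another EMT factor gene, was -1.48 and passed the test. By camera, adjusted p was 1.0e-06 for pro-apoptotic genes, 2.3e-03 for negative cell cycle regulators and 0.71 for EMT genes. With an estimated correlation, adjusted p = 0.036 and 0.14 for the first pair. VIM was not called in 1 fit of all 12 arrays.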

In 5637_HOTAIR cells, conversely, EMT-inducing factors were downregulated, whereas CDK inhibitors and apoptosis-related genes were upregulated. Altered expression of interesting candidates was verified by quantitative real time RT-PCR (Additional file 2: Table S3, Figure 7). Furthermore, we analyzed clones with intermediate level ectopic HOTAIR overexpression for dose-dependency of the effects, which could only be detected for single candidates (Additional file 2: Table S3).

**Figure 7:**
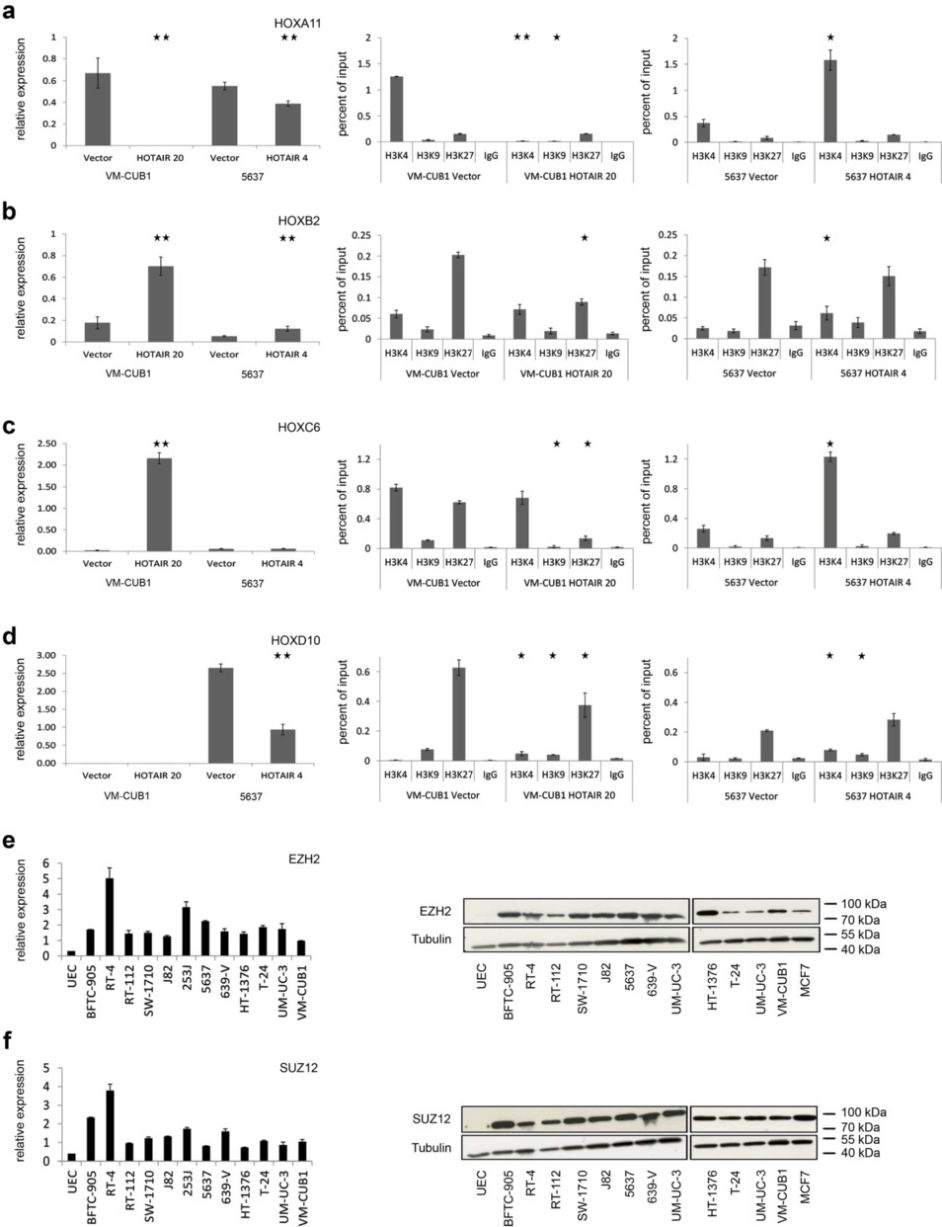
Mechanistic investigation of aberrantly expressed HOX genes by ChIP and qRT-PCR. **(a)** Differential expression of *HOXA11* in VM-CUB1 and 5637 HOTAIR clones was verified by qRT-PCR relative to TBP (left graph). ChIP with subsequent qPCR was used to determine changes in H3K4, H3K9 and H3K27 trimethylation, each as compared to IgG control for VM-CUB1 cells (middle) and 5637 cells (right). Analogous analyses for *HOXB2* **(b)**, *HOXC6* **(c)** and *HOXD10* **(d)**. Overexpression of polycomb group proteins EZH2 (**e**, 85 kDa) and SUZ12 (**f**, 83 kDa) on the RNA (left) and protein level (right) in UC cells. Tubulin protein (50 kDa) was detected as a loading control.

In particular, the effects of HOTAIR on HOX gene expression differed between both cell lines. While only a few HOX genes were affected in 5637 cells (n = 6, at p <0.01 Figure 6c), a large number of HOX genes was deregulated in VM-CUB1 cells. 

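Of the 39 HOX genes, 27 had a probe set with 1 gene symbol. In VM-CUB1_HOTAIR 20, 17 of the 27 differed from the vector control, 12 of them by at least 2-fold. In 5637_HOTAIR 4, 13 differed, 2 of them by at least 2-fold. The size of the HOTAIR effect differed between the lines for 18 of the 27 genes, with HOXB6 as an example (log2 fold change 2.88, SE 0.098, in VM-CUB1 and -0.10, SE 0.066, in 5637, adjusted p = 3.7e-10 for the difference). HOXB8 rose in both lines, 13.3-fold in VM-CUB1 (SE 0.086) and 2.93-fold in 5637 (SE 0.130). The methods' t-test called 3 of the 27 genes in 5637, namely HOXB2, HOXB8 and HOXD10. The list had an adjusted p of 9.4e-05 in VM-CUB1 and of 0.33 in 5637 (camera). In VM-CUB1 it was lost with an estimated correlation (adjusted p = 0.31).

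**Figure D3:**
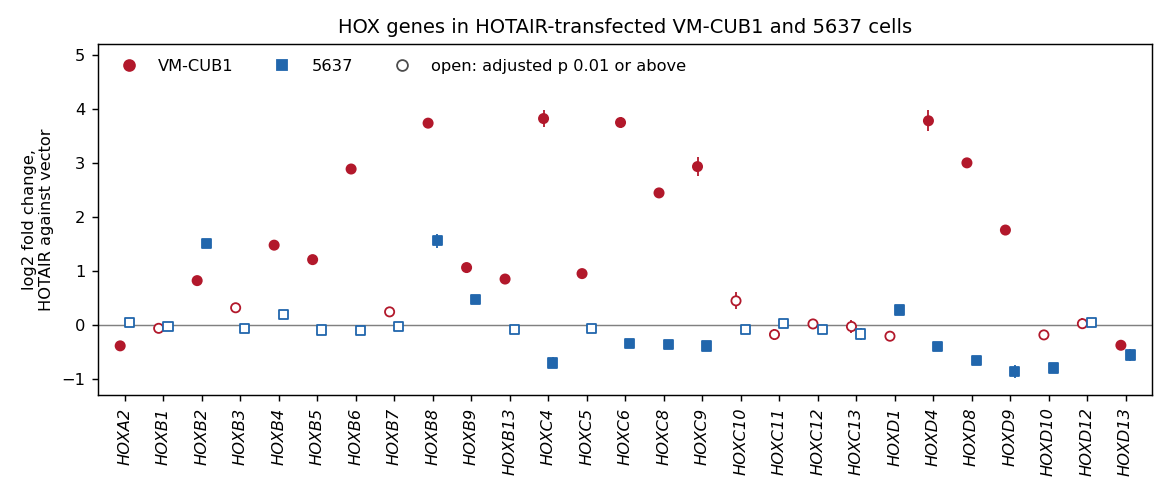
Log2 fold changes of HOX genes, HOTAIR against vector, in VM-CUB1 (circles) and 5637 (squares), with the standard error as a bar. Open symbols have an adjusted p of 0.01 or above. HOXC6 lies at 3.75 in VM-CUB1 and at -0.35 in 5637.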

Five HOX genes were downregulated (light grey boxes) and 15 were upregulated (dark grey boxes); in accordance with the qRT-PCR results *HOXD10* was unaffected. 

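In VM-CUB1, 15 of the 27 HOX genes measured rose with HOTAIR, 2 fell and 10 did not pass the test, with the same counts when adjusted over the list alone. Within the HOXB cluster the rises were 1.76-fold for HOXB2 (SE 0.080), 2.77-fold for HOXB4 (SE 0.092), 2.30-fold for HOXB5 (SE 0.072) and 1.80-fold for HOXB13 (SE 0.060). HOXA2 was 1.31-fold lower (log2 fold change -0.39, SE 0.077, adjusted p = 2.4e-03), and HOXD13 was 1.30-fold lower (log2 fold change -0.38, SE 0.071, adjusted p = 1.9e-03). HOXD10 had a log2 fold change of -0.19 (SE 0.085, adjusted p = 0.098). Both falls were lost with the methods' t-test. Without VM-CUB1_HOTAIR 20 replicate 1 or 3, VM-CUB1_LV replicate 1 or probe sets that share probes, 1 HOX gene fell in place of 2. The fall of HOXA2 was also lost without VM-CUB1_HOTAIR 20 replicate 1 or 3 and without VM-CUB1_LV replicate 1 or 2, and that of HOXD13 without probe sets that share probes.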

Although *HOXD9* was previously reported to be repressed by HOTAIR in fibroblasts [12], it was 4.3-fold induced in VM-CUB1 cells. Similarly, all central HOXC genes were reactivated by HOTAIR in VM-CUB1, but posterior HOXC genes were not affected. In contrast, in 5637 cells, only *HOXB8* was induced and five HOX genes were downregulated, including *HOXD10. 

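HOXD9 rose 3.37-fold in VM-CUB1_HOTAIR 20 (log2 fold change 1.75, SE 0.090, adjusted p = 6.5e-07 from limma, n = 3 against 3). Its 2 probe sets gave rises of 2.62-fold and 4.33-fold. All HOTAIR arrays lay above all vector arrays.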

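All 5 central HOXC genes rose in VM-CUB1_HOTAIR 20. HOXC4 rose 14.1-fold (log2 fold change 3.82, SE 0.150, adjusted p = 1.3e-07), HOXC9 7.61-fold (2.93, SE 0.172), HOXC8 5.43-fold (2.44, SE 0.072) and HOXC5 1.92-fold (0.94, SE 0.076). The fifth was HOXC6. None of the 4 posterior HOXC genes passed the test. HOXC10 had a log2 fold change of 0.44 (SE 0.157, adjusted p = 0.046), and those of HOXC11, HOXC12 and HOXC13 were -0.18, 0.01 and -0.04, with adjusted p from 0.18 to 0.87. At an adjusted p under 0.05, HOXC10 passed as well. The central HOXC list had an adjusted p of 2.5e-04 (camera), and adjusted p = 0.096 with an estimated correlation. The posterior list had an adjusted p of 0.97. Counts for both lists are the same when adjusted over the list alone.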

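In 5637_HOTAIR 4, 4 of the 27 HOX genes measured rose and 9 fell, as they did when adjusted over the list alone. HOXD10 was 1.74-fold lower (log2 fold change -0.80, SE 0.078, adjusted p = 8.2e-05), and the difference from VM-CUB1 had an adjusted p of 8.6e-04. By qRT-PCR the paper puts HOXD10 in VM-CUB1 at background levels, where a fall could not show. Of 50 genes next to the HOXD cluster in 5637, 27 were called lower and 1 higher, with a median log2 fold change of -0.30. Whether HOXD10 fell apart from its region was not tested. HOXB2 rose 2.83-fold (log2 fold change 1.50, SE 0.065, adjusted p = 1.2e-06). Besides HOXB8, HOXB9 rose 1.38-fold (SE 0.079) and HOXD1 1.21-fold (SE 0.063). HOXD13 was 1.48-fold lower (SE 0.104, adjusted p = 2.7e-03). With the methods' t-test, the calls of HOXB2, HOXB8 and HOXD10 held and those of the other genes were lost. The call of HOXD13 was also lost without 5637_LV replicate 1 or 3, and that of HOXD1 without probe sets that share probes, when any probe set of a gene was called, and without any single array other than 5637_LV replicate 1.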

HOXA1* and *HOXA11* were repressed and *HOXB8* was induced in both cell lines. 

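Of the HOX genes, 7 were higher in VM-CUB1 and lower in 5637. Besides HOXC6, these were HOXC4, HOXC8, HOXC9, HOXD4, HOXD8 and HOXD9. In 5637_HOTAIR 4 HOXC4 was 1.64-fold lower (log2 fold change -0.71, SE 0.103) and HOXD9 1.82-fold lower (-0.87, SE 0.117), each with an adjusted p of 7.6e-04 or lower. HOXC8, HOXC9 and HOXD4 had log2 fold changes from -0.37 to -0.40. The differences between the lines ranged from 2.62 for HOXD9 to 4.53 for HOXC4 on the log2 scale, with adjusted p of 1.7e-08 or lower. For the central HOXC list the difference had an adjusted p of 1.8e-04 (camera) and adjusted p = 0.018 with an estimated correlation. These falls in 5637 were lost with the methods' t-test, and those of HOXC9 and HOXD4 also in 1 fit of all 12 arrays. Around the HOXD cluster, 27 of 50 neighbouring genes were lower in 5637 as well and 1 was higher.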

*HOXC6* and *HOXD3* were differently affected between the two cell lines (Figure 6c).

To elucidate whether differential expression of HOX genes was mediated by changes in histone H3 methylation, we performed quantitative chromatin immunoprecipitation (ChIP) for the *HOX* loci *A11*, *B2*, *C6* and *D10. HOXA11* was significantly downregulated by HOTAIR in VM-CUB1 cells, but only slightly diminished in 5637 cells. Downregulation was confirmed by qRT-PCR (Figure 7a), which also revealed dose dependency (Additional file 2: Table S3). Downregulation was associated with decreased H3K4 trimethylation in VM-CUB1 cells. *HOXB2* was upregulated in both cell lines, which was associated with diminished H3K27 trimethylation and slightly increased H3K4 methylation (Figure 7b). *HOXC6* was strongly induced in VM-CUB1 cells and marginally downregulated in 5637 cells. Its induction corresponded to diminished trimethylation of H3K27 and H3K9 (Figure 7c). The decreased expression of *HOXD10* in 5637 cells was accompanied by slight increases in H3K27 and H3K9 methylation (Figure 7d). As a potential cause of the differences between the cell lines, we furthermore determined the expression of two polycomb group proteins that mediate repressive histone modifications and interact with HOTAIR, namely EZH2 and SUZ12. We found broad overexpression of both factors at the mRNA and protein level in all investigated UC cell lines compared to UEC (Figure 7e,f), but no significant differences between VM-CUB1 and 5637.

To further follow the indications that HOTAIR action might be cell type-dependent, we compared our results to those of others, especially to those for HOTAIR-overexpressing MDA-MB231 breast cancer cells [15]. Due to different study design and microarray platforms, we used the published ChIP rather than expression data, as in the comparison between PANC1 and MDA-MB-231 cells in ref. 18. To this end, we compared the 674 genes displaying an increase of the repressive histone modification H3K27me3 after HOTAIR overexpression in MDA-MB231 cells with the 784 genes downregulated in both 5637 and VM-CUB1 cells by HOTAIR expression (Figure 8a). This comparison revealed only 12 overlapping genes (*API5*, *CHD1L*, *COG2*, *COX6C*, *CRISPLD1*, *HEATR1*, *KIAA1324L*, *METRNL*, *PCTP*, *PLAGL1*, *RASAL2*, *ZNF287*), which therefore constitute candidates for tissue-independent HOTAIR target genes. 

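Of the 12 genes, 9 fell in both lines. METRNL, a secreted factor gene, was 1.69-fold lower in VM-CUB1_HOTAIR 20 (SE 0.068) and 1.68-fold lower in 5637_HOTAIR 4 (SE 0.073). RASAL2, which encodes a RAS GTPase-activating protein, was 2.46-fold and 1.52-fold lower (SE 0.055 and 0.052). CRISPLD1 was 6.71-fold and 1.46-fold lower (SE 0.054 and 0.070), and KIAA1324L, now named ELAPOR2, 7.05-fold and 1.68-fold lower (SE 0.118 and 0.072). PLAGL1, a zinc finger gene, fell in VM-CUB1 (38.2-fold lower, SE 0.075) but had an adjusted p of 0.015 in 5637 (log2 fold change -0.30, SE 0.078). COX6C fell in 5637 alone (log2 fold change -0.35 against -0.05 in VM-CUB1, adjusted p = 6.2e-03 for the difference). API5 passed in neither line (adjusted p = 0.16 and 0.014). In each line 10 of the 12 fell. When adjusted over the list alone, 10 fell in VM-CUB1 and 12 in 5637. The study chose this list on these samples, so the counts are no independent evidence of its direction. With the methods' t-test the calls of CHD1L, CRISPLD1 and ZNF287 in 5637 were lost, and that of CHD1L also without 5637_HOTAIR 4 replicate 2 or 3.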

Notably, regulation of all other genes by HOTAIR appears to be tissue-dependent.

**Figure 8:**
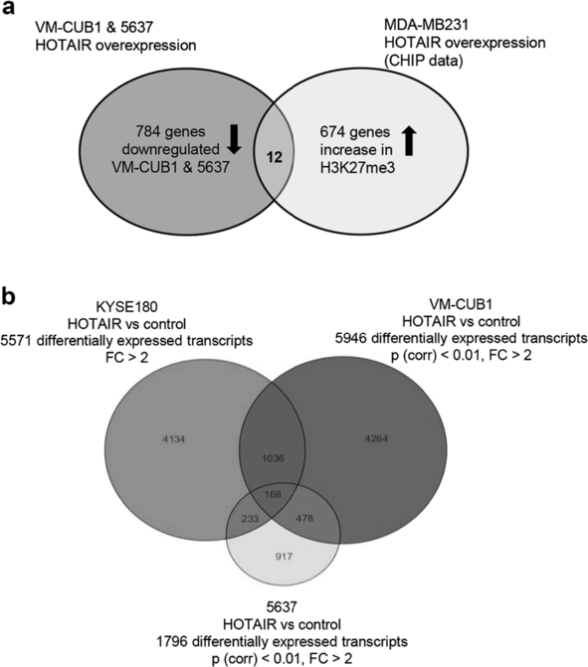
HOTAIR target genes are highly tissue-specific. **(a)** Publicly available ChIP data published by Gupta et al. [15] was used to select 674 genes gaining increased H3K27 trimethylation at promoters following ectopic expression of HOTAIR in MDA-MB-231 breast cancer cells. These were matched with 784 genes that were downregulated in both UC cell lines after stable ectopic expression of HOTAIR (p < 0.01). **(b)** Venn diagram for differentially expressed HOTAIR target genes in the esophageal cancer cell line KYSE180 [21] and the two UC cell lines VM-CUB1 and 5637 (p < 0.01) illustrating the minimal overlap of HOTAIR regulated genes between the two cancer types.

We extended this analysis to reported HOTAIR target genes in pancreatic and esophageal cancer cells (Table 3) [18,21]. 

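Of the genes of Table 3, 11 had a probe set with 1 gene symbol, and in VM-CUB1_HOTAIR 20 4 of them fell and 1 rose. PCDHB5, a protocadherin gene, was 8.21-fold lower (log2 fold change -3.04, SE 0.139, adjusted p = 3.3e-07) and LAMB3, a laminin chain of epithelial basement membranes, 4.42-fold lower (-2.15, SE 0.063, adjusted p = 2.4e-08). In 5637_HOTAIR 4, 1 gene of the list fell, the kinase gene ABL2 (1.25-fold lower, SE 0.053, adjusted p = 1.4e-03), and PCDHB5 and LAMB3 had log2 fold changes of -0.20 and -0.06 (adjusted p = 0.24 and 0.71). GDF15, a stress-induced cytokine gene, rose in both lines, 2.18-fold (SE 0.068) and 3.78-fold (SE 0.137). JAM2 and IFNL1 passed in neither line, with adjusted p from 0.033 to 0.70. All counts are the same when adjusted over the list alone. The last columns of Table 3 are the study's calls on these samples, so these counts are no independent evidence of direction. Without 5637_HOTAIR 4 replicate 1, 2 of the genes fell in 5637. The PCDH10 fall in VM-CUB1 (1.21-fold, SE 0.054) was lost without VM-CUB1_HOTAIR 20 replicate 2 or 3 or VM-CUB1_LV replicate 2.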

Again, this comparison revealed highly tissue-dependent effects of HOTAIR in the four tumor types with many genes being regulated in opposite directions. Interestingly, some immune response genes upregulated in HOTAIR transfected 5637 cells were also induced by HOTAIR in the pancreatic cancer cell line MiaPaC2 and the esophageal cancer cell line KYSE180. 

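Among the immune response genes of Table 3, IFITM1 rose 7.61-fold in 5637_HOTAIR 4 (log2 fold change 2.93, SE 0.174, adjusted p = 6.0e-06). MX1, an antiviral GTPase gene, rose 3.87-fold (SE 0.086, adjusted p = 1.3e-06), and OAS1, an antiviral enzyme gene, 2.21-fold (SE 0.090, adjusted p = 2.6e-05). In VM-CUB1_HOTAIR 20 MX1 was 3.32-fold lower (SE 0.112), and IFITM1 and OAS1 had log2 fold changes of 0.25 and -0.11 (adjusted p = 0.020 and 0.17). The difference between the lines had an adjusted p of 6.3e-07 or lower for each of the 3 genes. The pancreatic and esophageal lines are not analysed here.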

Importantly, detailed inspection revealed many genes that were differentially regulated between the MiaPaC2 and Panc28 pancreatic cancer cell lines, indicative of cell type-dependent effects within one cancer type like in the UC cell lines (Table 3) [18]. Finally, a comparison of gene expression changes in KYSE180 [21] with our own expression data revealed a minimal overlap of 168 genes in the intersection of all three cell lines (Figure 8b).

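The labels in Fig. 8b count transcripts, and probe sets were counted here. Of 49293 probe sets tested, 6308 were called with at least 2-fold changes in VM-CUB1 (3184 higher, 3124 lower) and 2014 in 5637 (1481 higher, 533 lower), and 729 in both lines. The 2 probe sets of VIM were 1240-fold and 708-fold higher in VM-CUB1, and those of KRT5 were 114-fold and 182-fold lower. BNIP3, a gene of hypoxia and mitophagy, shows how probe sets can disagree. Its probe set with shared probes was 255-fold higher in VM-CUB1 and 36.7-fold higher in 5637. The other had log2 fold changes of -0.31 and 0.03 (adjusted p = 0.053 and 0.89). The KYSE180 arrays are not analysed here.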

**Table 3:** **Expression of selected genes affected by ectopic HOTAIR overexpression according to Gupta et al.** [15]**, Kim et al.** [18] **and Li et al.** [21] **in comparison with microarray data from transfected bladder cancer cell lines**

	**Gupta et al. mamma**	**Kim et al. pancreas**	**Kim et al. pancreas**	**Li et al. esophagus**	**Heubach et al. bladder**	**Heubach et al. bladder**
	**MDA-MB-231**	**MiaPaCa2**	**Panc28**	**KYSE180**	**VM-CUB1**	**5637**
JAM2	down	down	up	down	--	--
PCDH10	down	down	up	down	--	--
PCDHB5	down	down	up	down	down	--
ABL2	up	down	up	n.c.	up	down
SNAIL1	up	up	up (n.s.)	down	down	down
LAMB3	up	down	n.c.	down	down	--
LAMC2	up	down	down (n.s.)	n.c.	down	down
GDF15	--	down	n.s.	up	up	up
IL29	--	down	up	n.c.	--	--
IL28A	--	down	n.s.	n.c.	--	--
IL28B	--	down	up	n.c.	--	--
IFTM1	--	up	n.s.	--	--	--
OAS1	--	up	n.s.	up	--	up
MX1	--	down	n.s.	up	down	up

*Abbreviations*: *n*.*s*. not significant, −- not detected.

## Discussion

The lncRNA HOTAIR is reported to be overexpressed in many different cancers and to contribute to an aggressive phenotype. In particular, HOTAIR is thought to regulate genes from the distal HOXD region *in trans*, especially *HOXD10*, which may mediate some of its effects. In this study we therefore investigated to which extent altered expression of HOTAIR contributes to altered HOX gene expression patterns and an aggressive phenotype in urothelial carcinoma. HOTAIR expression was increased in about half of the UC tissue samples from two independent cohorts and in UC cell lines, most pronounced in some high stage tumors. In the larger patient cohort we observed significant associations between the highest HOTAIR expression and cancer-specific survival as well as worse clinicopathological parameters. We did not observe the recently reported widespread increase of HOTAIR expression in pTa/pT1 bladder cancer tissues [14], but our cohort is derived from cystectomies and contains few cancers of those stages. Our findings rather fit well with the observation in breast cancer, where strongly increased HOTAIR expression was more prominent at higher stages and even more in metastases [15]. We also confirmed the reported overexpression of HOTAIR in breast cancer cell lines like MCF7, but nevertheless the effects of HOTAIR overexpression on HOX gene expression and on cellular properties were quite different between the two tumor entities and even non-uniform among individual UC cell lines.

As the expression pattern of HOX genes is specific to each tissue it would in fact be remarkable, if HOTAIR overexpression elicited the same response in each cancer type. For instance, in the posterior HOXC cluster, *HOXC11*-*C13* were more strongly expressed in MCF7 cells than in UC cell lines. These loci, with the exception of *HOXC12,* were upregulated together with HOTAIR in UC tissues and cell lines. However, a large number of HOX genes, especially central HOXC genes, were differentially expressed in stably transfected VM-CUB1_HOTAIR cells, but posterior HOXC loci *C10*-*C13* were not further upregulated. This finding suggests HOTAIR overexpression in UC represents a consequence of posterior HOXC reactivation, but is not the cause of the reactivation of posterior HOXC genes. Instead, HOTAIR overexpression might contribute to the upregulation of central HOXC genes, which is reportedly common in UC [13], as confirmed by our results. Ectopic HOTAIR increased expression of *HOXC4*-*9* in VM-CUB1 cells, although *HOXC6* was regulated by HOTAIR in the opposite direction in 5637 cells.

In contrast, posterior HOXD genes, especially *HOXD10*, were expressed in normal bladder tissue and uroepithelial cells, suggesting that they are involved in normal urothelial homeostasis. Nevertheless, these genes were aberrantly high expressed in several UC tissues and cell lines, including the 5637 cell line. In fibroblasts HOTAIR represses *HOXD8*-*D11* by recruiting PRC2 [12] and an inverse relationship between HOTAIR and *HOXD10* was reported in breast cancer [15]. These relations were observed neither in UC tissues nor cell lines. Instead, we discovered a positive correlation between HOTAIR and *HOXD12* in UC tissues. Moreover, by using the same siRNA-technique as previous authors [15,22] we achieved the same degree of HOTAIR knockdown, but no induction of *HOXD10* expression in UC cell lines. Most likely, this difference may be due to differences in the endogenous expression patterns and/or methylation patterns across HOX genes between tissues.

A limitation of siRNA-based techniques is that they appear to mostly target the cytoplasmic fraction of lncRNAs, and therefore interfere only partially with their functions in the nucleus (see Additional file 1: Figure S1). Regardless, siRNA- knockdown was used not only in the pioneer studies on HOTAIR [15], but is still state of the art. As an alternative, we therefore used an antisense oligo-nucleotide, which is known to target lincRNAs in the nucleus, to confirm that HOTAIR downregulation did not result in altered *HOXD10* expression. Considering the data from ectopic overexpression and the report of a lack of *HOXD10* induction after HOTAIR knockdown in ovarian cancer cells [23], our finding strongly argues that HOTAIR target genes are tissue-specific.

In addition, most changes in target gene expression occur rather in long-term experiments [15]. Accordingly, stably transfected VM-CUB1 HOTAIR clones showed a significantly increased expression of *HOXD8* and *HOXD9*. However, 5637 clones stably overexpressing HOTAIR were the only instance of a decrease in *HOXD10*. 

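HOXD8 rose 7.98-fold in VM-CUB1_HOTAIR 20 (log2 fold change 3.00, SE 0.088, adjusted p = 2.4e-08 from limma), and HOXD4, its neighbour in the cluster, 13.7-fold (3.78, SE 0.192, adjusted p = 6.1e-07). In 5637_HOTAIR 4 HOXD8 was 1.59-fold lower (SE 0.083, adjusted p = 3.1e-04), a call that was lost with the methods' t-test. At the posterior end of the cluster, HOXD13 fell in both lines, though in neither with the methods' t-test, and HOXD10 fell in 5637. HOXD12 had log2 fold changes of 0.02 and 0.04 (adjusted p = 0.91 and 0.68). Of 50 genes next to this cluster, 27 were lower in 5637 and 1 was higher.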

Clearly, HOTAIR target genes in the HOXC and HOXD clusters differ between urothelial and breast carcinoma. As the factors responsible for tissue-specific expression of HOX genes are still poorly understood it will have to be investigated in the future, which factors cause these cell type-dependent effects of HOTAIR on HOX genes.

The effects of HOTAIR overexpression on the phenotype of VM-CUB1 UC cells resembled those by overexpression of HOTAIR in breast cancer [15], gastric cancer [24] and pancreatic cancer [18] cells. They encompassed increased proliferation, anchorage-independent growth and a more mesenchymal morphology with increased migration and invasion capacity. These changes are reflected in the microarray and qRT-PCR gene expression data from VM-CUB1 clones, e.g. increases in cell cycle activating genes. 

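Of 43 genes of DNA replication measured, 17 rose and 12 fell in VM-CUB1_HOTAIR 20, with the same counts when adjusted over the list alone. CCNE2, the cyclin E2 gene of S phase entry, rose 2.62-fold (log2 fold change 1.39, SE 0.055, adjusted p = 1.4e-07). TYMS, the thymidylate synthase gene, rose 2.26-fold (SE 0.056), and MCM7, a subunit of the replicative helicase, was 2.17-fold lower (SE 0.054). Of 56 genes of mitosis and cell division, 9 rose and 24 fell (10 and 25 when adjusted over the list alone). NDC80 of the kinetochore rose 1.90-fold (SE 0.053), and ANLN and KIF14, both of cytokinesis, were 2.43-fold (SE 0.054) and 2.06-fold lower (SE 0.069). Neither list passed the set test in VM-CUB1 (camera, adjusted p = 0.29 for each).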

Induction of EMT in VM-CUB1 cells by HOTAIR overexpression was confirmed by E-Cadherin and Vimentin immunofluorescence staining and was reflected in the microarray data by differential expression of genes involved in cell adhesion, cell-matrix-interaction and locomotion, the EMT regulator ZEB1 and downregulation of ΔNp63, a known marker of the epithelial phenotype in UC cell lines [25]. 

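Epithelial junction and identity genes fell in VM-CUB1_HOTAIR 20, with 41 lower and 1 higher of 47 measured (42 and 1 when adjusted over the list alone) and a median log2 fold change of -2.10. EPCAM, an epithelial adhesion molecule, was 296.3-fold lower (log2 fold change -8.21, SE 0.082, adjusted p = 1.4e-10). ESRP1, a splicing factor of epithelial cells, was 112.9-fold lower (SE 0.076), and the protease inhibitor gene SPINT2 103.2-fold lower (SE 0.108). The tight junction gene CLDN7 was 51.2-fold lower (SE 0.192) and the desmosomal cadherin gene DSG2 25.2-fold lower (SE 0.064). In 5637_HOTAIR 4, 20 genes of the list rose and 6 fell (21 and 8 when adjusted over the list alone), with CDH1 2.05-fold higher (SE 0.067, adjusted p = 8.9e-06). The tests (camera) gave adjusted p = 2.7e-18 in VM-CUB1, 3.3e-03 in 5637 and 1.9e-22 for the difference. With an estimated correlation, adjusted p = 0.036, 0.17 and 4.8e-04.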

A connection between HOTAIR and EMT was also noted by others [26]. Similarly, modulation of HOTAIR expression by ectopic expression or depletion resulted in changes in migration and invasion capacity in esophageal cancer [17,21], lung cancer cells [16,27] and one bladder cancer cell line (T-24) [14]. Notably, although the phenotypical changes elicited by HOTAIR in VM-CUB1 were similar to those reported in other cancer cells [15,24], they took place in the absence of changes in *HOXD10* expression, demonstrating that HOXD10 is not a general essential mediator of these effects.

Unexpectedly, opposite effects of HOTAIR overexpression were seen in 5637 clones, with decreased proliferation, clonogenicity and migration ability. Across a larger number of UC cell lines, HOTAIR effects varied, with VM-CUB1 and 5637 representing the extremes of the range. Accordingly, we discovered only a relatively small overlap between genes affected by HOTAIR overexpression between these two cell lines and half of these genes changed in opposite directions. 

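Of the genes called in both lines, 43.8% went in opposite directions. Independent lists of the same sizes would share 2256.8 genes, 1128.7 of them in opposite directions. CA2, a carbonic anhydrase gene, was 119.1-fold lower in VM-CUB1_HOTAIR 20 and 2.26-fold higher in 5637_HOTAIR 4 (SE 0.072 and 0.116). TUBA1A, a tubulin gene, was 56.7-fold higher and 2.02-fold lower (SE 0.082 and 0.104). For both the difference between the lines had an adjusted p of 6.6e-13 or lower in limma. A further 4116 genes were called in VM-CUB1 alone and 2010 in 5637 alone, and the difference between the lines was called for 3359 and 1446 of these. Across all genes, which are not independent replicates, Spearman's rho of the log2 fold changes in the 2 lines was 0.06. The paper relates the small overlap and the opposite directions to the differing phenotypes of the 2 lines, and states that HOTAIR effects can turn to the opposite in some cell lines.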

Unexpectedly, in the GO analysis, the main biological process positively affected by HOTAIR in 5637 cells was immune response. 

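Secreted factors of senescent cells rose in 5637_HOTAIR 4. Of 59 genes of this secretory phenotype, 38 rose and 4 fell (40 and 4 when adjusted over the list alone), with a median log2 fold change of 0.67. When any single array was left out, 1 or 2 of them fell. STC1, a secreted glycoprotein gene, rose 12.4-fold (SE 0.073), and CXCL3 and CXCL8 rose 8.38-fold (SE 0.103) and 6.45-fold (SE 0.065). Of 40 interleukin genes, 13 rose and 1 fell (IL18, named after its value was seen), and of 14 CXCL chemokine genes 9 rose and 0 fell. VEGFA rose 2.05-fold (SE 0.045, adjusted p = 1.3e-06). Of the 7 IGFBP genes, 4 rose, with IGFBP1 at 2.59-fold (SE 0.144), IGFBP3 at 1.69-fold (SE 0.049), IGFBP4 at 1.49-fold (SE 0.064) and IGFBP5 at 1.19-fold (SE 0.058). The MMP genes went both ways, with 4 higher and 5 lower of 22, and of 10 laminin genes 1 rose and 3 fell. In VM-CUB1 25 genes of the secretory phenotype rose and 12 fell (26 and 12 when adjusted over the list alone). There, the probe sets of CXCL8 rose 86.5-fold, 188-fold and 100-fold, more than in 5637. Those of CXCL3 had log2 fold changes of -0.16 and -0.33 in VM-CUB1. Of the 14 CXCL genes, 3 rose and 2 fell in VM-CUB1. The list had an adjusted p of 1.6e-14 in 5637 (camera), and adjusted p = 0.029 with an estimated correlation. The difference between the lines had an adjusted p of 0.066. The IGFBP1 call was lost with the methods' t-test, and IGFBP5 had a log2 fold change of -0.01 without probe sets that share probes.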

Most of the associated genes can be upregulated as part of a senescent-associated secretory phenotype (SASP) [28], including several IGFBPs, VEGFA, 11 interleukins, eight CXCL chemokines as well as MMPs and laminins. SASP is induced in senescent cells and accordingly, further markers of senescence, especially the cell cycle inhibitors p21^CIP1^ and p15^INK4B^, were upregulated in HOTAIR-transfected 5637 cells. 

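CDKN1A, which encodes p21, rose 2.25-fold in 5637_HOTAIR 4 (log2 fold change 1.17, SE 0.053, adjusted p = 1.6e-06, n = 3 against 3). CDKN2B, which encodes p15, rose 1.32-fold (log2 fold change 0.40, SE 0.072, adjusted p = 2.5e-03). In VM-CUB1_HOTAIR 20 CDKN1A was 1.20-fold lower (SE 0.066, adjusted p = 9.2e-03). The difference between the lines had an adjusted p of 9.1e-09 for CDKN1A and of 1.2e-07 for CDKN2B in limma. The rise of CDKN2B was lost with the methods' t-test and without 5637_HOTAIR 4 replicate 1, 5637_HOTAIR 4 replicate 2 or 5637_LV replicate 3. The fall of CDKN1A in VM-CUB1 was lost with the methods' t-test, with quantile normalization on top, and without any single array other than VM-CUB1_HOTAIR 20 replicate 2.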

Due to mutational inactivation of both pRB1 and p53, 5637 cells are unable to undergo regular senescence, but a partial senescence induction accompanied by SASP could account for the observed slower proliferation of HOTAIR-overexpressing 5637 cells. This effect has not yet been reported explicitly in the literature. However, detailed inspection of the effects of HOTAIR on gene expression in pancreatic cancer cells [18], too, reveals several genes involved in immune response, especially interleukins, to be differentially expressed (Figure 6 in Ref. 18). Moreover, in that study, the effects of HOTAIR on the aggressive phenotype of different cell lines were also notably variable, leading the authors to conclude that HOTAIR effects are cell-line dependent [18]. Our findings extend this concept by showing that HOTAIR effects can even turn to the opposite in some cell lines.

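KRT5 and KRT14 are keratins of basal urothelial cells. In VM-CUB1_HOTAIR 20, KRT5 was 144.2-fold lower (log2 fold change -7.17, SE 0.080, adjusted p = 2.3e-10) and KRT14 3.08-fold lower (-1.62, SE 0.093, adjusted p = 1.3e-06). In 5637_HOTAIR 4 KRT5 was 1.79-fold higher (SE 0.057, adjusted p = 1.2e-05) and KRT14 had a log2 fold change of 0.01 (SE 0.096, adjusted p = 0.97). The difference between the lines had an adjusted p of 1.4e-14 for KRT5 and of 5.4e-07 for KRT14 in limma.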

The induction of aggressiveness associated with EMT in VM-CUB1 cells was accompanied by losses of the cytokeratins 14 and 5, which have recently been reported to characterize differentiation states in UC [4]. In addition, ΔNp63, a likely regulator of stemness in genitourinary epithelia [29,30], was differentially expressed indicating that aberrant HOTAIR expression may be involved in the establishment of aberrant differentiation states in bladder cancer. Accordingly, genes involved in pattern specification and morphogenesis were differentially expressed in HOTAIR-overexpressing VM-CUB1 cells, including a large number of HOX genes. These effects are obviously highly tissue-dependent, as in other studies fewer differentially regulated HOX genes were reported. Thorough inspection of ChIP data published by Gupta et al. [15] on HOTAIR transfected MDA-MB-231 cells revealed only four HOX genes (*HOXA4*, *C8*, *D10*, *D13*) with increased PRC2 occupancy, although none appeared to gain the repressive H3K27me chromatin mark. In NSCLC cells only *HOXA5* was regulated by HOTAIR [16]. These findings raise the questions how HOTAIR interacts with tissue-specific factors involved in the regulation of HOX patterning and how such differences might be related to the frequent aberrant methylation of various HOX genes in specific cancers [31,32].

Previous publications have emphasized that HOTAIR mediates gene repression by interacting with enzymes catalyzing repressive histone modifications like EZH2 (H3K27 methylation [12,15]) and LSD1 (H3K4 demethylation [33,34]). Thus, many HOTAIR effects depend on EZH2, which is strongly upregulated both in breast and bladder cancers [35]. However, *induction* of gene expression was observed as a consequence of ectopic HOTAIR overexpression in MDA-MB-231 breast cancer cells [15] and in our study at least as many genes became induced as down-regulated in the UC cell lines. 

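Of the called genes, 50.8% were higher with HOTAIR in VM-CUB1 and 49.1% in 5637. With quantile normalization on top of the deposited values, the shares were 51.6% and 53.5%. Among genes with at least 2-fold changes, 1081 fell in VM-CUB1 and 161 fell in 5637. The interferon-induced gene BST2, a restriction factor of viruses, was among those induced in VM-CUB1 (69.8-fold, SE 0.052, adjusted p = 1.1e-10), and S100A7, which encodes psoriasin, among those induced in 5637 (15.4-fold, SE 0.160, adjusted p = 9.0e-07). The probe sets of BST2 ranged from 1.11-fold to 361-fold in VM-CUB1. PLAAT4, a retinoid-induced gene, rose in both lines (2.16-fold, SE 0.076, and 2.61-fold, SE 0.104).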

While many genes may, of course, become induced indirectly, these findings raise the question of whether and how HOTAIR might mediate gene activation as well. One possible mechanism is relocation of repressive PRC2 or REST/CoREST complexes away from repressed genes, resulting in their reactivation. However, as new interaction partners of HOTAIR continue to emerge [36], it remains possible that the lncRNA can also interact with factors that activate transcription.

Our ChIP analysis for differentially expressed HOX genes revealed that HOTAIR-elicited increases in *HOXC6* and *HOXB2* expression were associated with demethylation of H3K9 and H3K27, respectively. HOTAIR is known to interact with the histone demethylase LSD1, a well known H3K4 demethylase that can also demethylate H3K9 under certain circumstances [33]. The mechanism of H3K27 demethylation remains open, as HOTAIR has not been shown to interact with H3K27 demethylases like UTX. *HOXA11* repression by HOTAIR could be explained by recruitment of LSD1 leading to H3K4 demethylation and *HOXD10* appeared to be regulated via slight increases in H3K27 and H3K9 methylation in accordance with results from the literature [12,15]. Therefore, our data add to the accumulating evidence that HOTAIR might interact with more chromatin modifiers than currently identified.

The most surprising finding of our study is the degree to which HOTAIR function is context-dependent. Obviously, HOTAIR may not be only expressed in a tissue-specific manner, but may also exert tissue-specific effects. Accordingly, comparing our expression profiling results with publicly available data sets for ectopic HOTAIR transfection in cell lines from breast [15], pancreatic [18] and esophageal cancer [21] revealed a minimal overlap between the differentially expressed genes. Even selected candidates shown to mediate HOTAIR-induced phenotypical changes in other studies, e. g. *PCDHB5* or *LAMC2* [15], were differentially expressed among the various compared cell lines. Notably, tissue-specific functions and regulation have also been reported for another cancer-associated lncRNA, MALAT1 [37].

## Conclusions

We report that HOTAIR is overexpressed in many urothelial carcinomas and the highest range of expression is associated with worse clinical parameters. Although these observations concur with those in other cancer types, we have observed that HOTAIR target genes cannot be generalized from one tissue to another and may even differ between individual cancers of the same type. Accordingly, downstream effects of HOTAIR overexpression on cellular identity, phenotype and aggressiveness appear to be more tissue specific than reflected by current literature to date. This conclusion should be considered especially in attempts to use HOTAIR as a therapeutic target.

## Methods

### Patients and tissues

Tissue Set 1 consisted of urothelial cancer and benign tissue samples previously described elsewhere [38], comprising 10 benign bladder tissues and 19 bladder cancer tissues from patients aged from 46 to 86 years (median age: 68 years). Tumor stages and grading according to the current UICC classification were as follows: 3 cases pTa G2, 2 cases pT2 G3, 2 cases pT3 G2, 9 cases pT3 G3 and 3 cases pT4 G3. Tissue samples were collected with patient informed consent and approval by the ethics committee of the medical faculty of the Heinrich Heine University, Study Number 3836. Tissue Set 2 was collected with patient informed consent and approval by the ethics committee of the medical faculty of the University Duisburg-Essen, Study Number 07–3537. This set consisted of 108 cancerous tissues and 7 normal tissues. For clinicopathological parameters see Table 1.

### Cell culture and transfection experiments

Cell lines were provided by Dr. M. A. Knowles (Leeds, UK), Dr. J. Fogh (New York, USA), Dr. B. Grossman (Houston, USA) or by the DSMZ (Braunschweig, Germany). All cell lines were recently verified by DNA fingerprint analysis. Primary urothelial cells (UEC) were prepared from ureters after nephrectomy and were routinely maintained as described [39].

For siRNA-mediated knockdown cells were transfected with 10 nM HOTAIR siRNA (siRNA1 5′-GAACGGGAGUACAGAGAG-3′, siRNA2 5′-UUUUCUACCAGGUGGGUAC-3′) [14,22] or a non-specific control (5′-AGGUAGUGUAAUCGCCUUG-3′) using Lipofectamine RNAiMAX (Invitrogen), according to the manufacturer’s recommendations. Alternatively, we transfected LNA-GapmeRs (EXIQON) for HOTAIR (5′- GCTTCTAAATCCGTT-3′) and a negative control (5′- AACACGTCTATACGC-3′).

For ectopic HOTAIR expression cells were transfected with pLZRS-HOTAIR (Addgene plasmid 26100: LZRS-HOTAIR) [14] or empty vector (Addgene plasmid 31601: LZRS-Rfa) [40] using X-tremeGENE 9 DNA Transfection Reagent (Roche). For generation of stably transfected clones, cells were selected with puromycin.

### Assays for cell viability, clonogenicity and anchorage independent growth

Cell proliferation was measured by means of MTT assay in three independent assays. For clonogenicity assays cells were plated at low density into 10 cm dishes and grown until colonies became visible. Colonies were stained with Giemsa. Anchorage independent growth was investigated by soft-agar assays in 0.4% Noble Agar in 6-well plates in triplicates over three weeks. Colonies were documented by microscopy (Nikon eclipse TE 2000-S).

### Transwell migration and invasion assays

Cells were serum starved (0.5% FCS) overnight and seeded into ThinCerts™ (TC), pore size 8 μm (Greiner Bio-one), in 24-well plates, at 5 × 10^4^ per TC in Opti-MEM (Gibco); bottom chambers were filled with DMEM, 20% FCS. For migration assays TCs were coated with collagen, for invasion assays with matrigel. Three independent assays were performed. Migration capacity was determined after 12 hours, invasion capacity after 24 h for VM-CUB1 cells and 30 h for 5637 cells. Following H&E staining, results were documented with a Nikon Eclipse 400 microscope.

### RNA expression analysis

Total mRNA was isolated using the RNeasy Mini Kit (Qiagen) according to the manufacturer and reverse transcribed using the QuantiTect Reverse Transcription Kit (Qiagen). Also fractionated RNA extraction was performed using the RNeasy Mini Kit (Qiagen) according to a specialized protocol provided by the manufacturer. In brief, cell membranes were lysed by incubation in cold RLN buffer (50 mM Tris pH 8, 140 mM NaCl, 1.5 mM MgCl2, 0.5% Nonidet P40, 1000 U/ml RNAse Inhibitor, 1 mM DTT). After centrifugation (4°C, 300 × g, 2 min) the supernatant containing the cytoplasmic fraction was mixed with RLT puffer (provided with the kit) and 96% Ethanol and applied to the extraction column. The nuclear pellet was lysed in RLT buffer, homogenized using Qiagen shredder columns and applied to the extraction column after mixing with Ethanol. Both fractions were eluted from the column according to the standard protocol of the kit. QRT-PCR was performed using QuantiTect SYBR Green RT-PCR Kit (Qiagen) with self-designed primers (Additional file 2: Table S4) and the housekeeping gene *TBP* (TATA-box binding protein) as a reference. Reactions were carried out on the ABI PRISM® 7900 HT (Life Technologies) instrument.

### Microarray analysis

For microarray analysis we used three independent high quality RNA preparations from VM-CUB1_LV, VM-CUB1_HOTAIR 20, 5637_LV and 5637_HOTAIR 4. Synthesis of cDNA and biotin-labeling of cRNA was performed according to the manufacturers’ protocol (3′ IVT Express Kit; Affymetrix). After fragmentation labelled aRNA was hybridized to Affymetrix PrimeViewTM Human Gene Expression Microarrays for 16 h at 45°C, stained by strepatavidin/phycoerythrin and scanned as described in the manufacturers’ protocol.

Data analyses on Affymetrix CEL files were conducted with GeneSpring GX software (Vers. 12.5; Agilent Technologies; see GEO accession number GSE57672 for data and further description) [41]. Input data pre-processing was concluded by baseline transformation to the median of all samples.

After grouping of samples according to their respective experimental condition (5637, HOTAIR vs. empty vector; VM-CUB1, HOTAIR vs. empty vector; three replicates each) a given probeset had to be expressed above background in all three replicates in at least one of two conditions to be further analysed in pairwise comparisons. Cell line-specific differential gene expression was statistically determined by unpaired *t*-test. Resulting p-values were corrected for multiple testing (Benjamini-Hochberg FDR). The significance threshold was set to p (corr) = 0.01.

Affymetrix PrimeView CEL files, published under GEO accession GSE47638 [21], were processed using GeneSpring GX as described above including probesets expressed above background in at least one of two conditions to be further analysed in pairwise comparison. A fold change cut off of > two-fold was chosen to define differential expression (GSM1153921 vs. GSM1153920, i.e. KYSE180 cells transfected with HOTAIR vector vs. KYSE180 control cells). For comparison with our own expression data we corrected analogous to the procedure used in ref. 21 (p < 0.01 and at least two-fold change).

### Immunofluorescence Stainings

Subsequent to fixation with 4% formaldehyde, cells were permeabilized with 0.1% saponin for 30 minutes (Vimentin) or with ice-cold methanol for 10 min (E-Cadherin). After blocking, primary antibodies were applied to stain Vimentin at 1:400 dilution (#ab92547, abcam) and E-Cadherin at 1:100 dilution (#24E10, Cell Signaling) and incubated for 1 h each. Secondary antibody was diluted 1:500 (Alexa Fluor 488 anti-mouse or -rabbit, Invitrogen). Nuclei were stained by DAPI (1 μg/ml) for 5 minutes. Images were taken on Nikon Eclipse 400 microscope.

### Chomatin Immunoprecipitation

Chomatin immunoprecipitation was performed using the ChIP-IT™ Express Kit (#53008, Active Motif) according to manufacturer’s instructions, except that cells were trypsinized and fixed in 15 ml Greiner tubes. The antibodies used for immunoprecipitation were H3K4me3 (#39915, Active Motif), H3K27me3 (#39535, Active Motif) and H3K9me3 (ab-8898, abcam). Isotype controls were used for background controls. For each immunoprecipitation 20 μg chromatin was used. Sequence content was determined by QPCR (Additional file 2: Table S4).

### Western blotting

Total protein was extracted by lysing the cells in a buffer containing 150 mM NaCl, 1% Triton X-100, 0.5% desoxycholate, 1% Nonidet P-40, 0.1% SDS, 1 mM EDTA, 50 mM Tris (pH 7.6), and protease inhibitor cocktail (10 μL/mL, P-8340, Sigma-Aldrich) for 30 min on ice. Protein concentration was determined by BCA protein assay (Pierce) and samples were separated in SDS-page gels and transferred to PVDF membranes (Millipore). The membrane was blocked with 5% non-fat milk in TBS-T (150 mM NaCl, 10 mM Tris, pH 7.4, and 0.1% Tween-20), washed and then probed with primary antibodies. Antibodies detected EZH2 (Cell Signaling #3147, 1:3000), SUZ12 (Abcam #ab175187, 1:2000) and α-Tubulin (T-5168, Sigma-Aldrich, 1:50 000). After washing, the membrane was incubated with the suitable horseradish peroxidase-conjugated secondary antibody (Santa Cruz, 1:5000) for 1 h and exposed using ECL™ Quantum (Advansta).

## Additional files

Additional file 1: Figure S1. Knockdown efficiency on subcellular fractions of HOTAIR. HOTAIR expression analysis (right) was performed for nuclear and cytoplasmatic fractions from the two cell lines SW-1710 (top) and RT-112 (bottom) subsequent to knockdown of HOTAIR expression by siRNA or LNA-antisense oligos as compared to control samples. Expression of the exclusively nuclear localized lncRNA LIT1 (left) was determined to demonstrate purity of nuclear fractions. Additional file 2:
**Supplementary tables (Table S1-S4).**

## Abbreviations

UC: Urothelial carcinoma
UEC: Uroepithelial cells
LNA ASO: Locked nucleic acid antisense oligo
PRC2: Polycomb repressive complex 2
PcG: Polycomb group proteins
TrX: Trithorax group proteins
H3: Histone 3
K27: Lysine 27
EMT: Epithelial mesenchymal transition
GO: Gene ontology
H&E: hematoxylin & eosin
ChIP: Chromatin immunoprecipitation
SASP: Senescence associated secretory phenotype
NSCLC: Non-small cell lung cancer
FCS: Fetal calf serum
TC: ThinCert TM transwell insert

# Supplementary material for: The long noncoding RNA HOTAIR has tissue and cell type-dependent effects on HOX gene expression and phenotype of urothelial cancer cells
**Source:** Mol Cancer. 2015 May 21;14:108. doi: 10.1186/s12943-015-0371-8
**Supplement:** Additional file 1: Figure S1. — Knockdown efficiency on subcellular fractions of HOTAIR. HOTAIR expression analysis (right) was performed for nuclear and cytoplasmatic fractions from the two cell lines SW-1710 (top) and RT-112 (bottom) subsequent to knockdown of HOTAIR expression by siRNA or LNA-antisense oligos as compared to control samples. Expression of the exclusively nuclear localized lncRNA LIT1 (left) was determined to demonstrate purity of nuclear fractions.

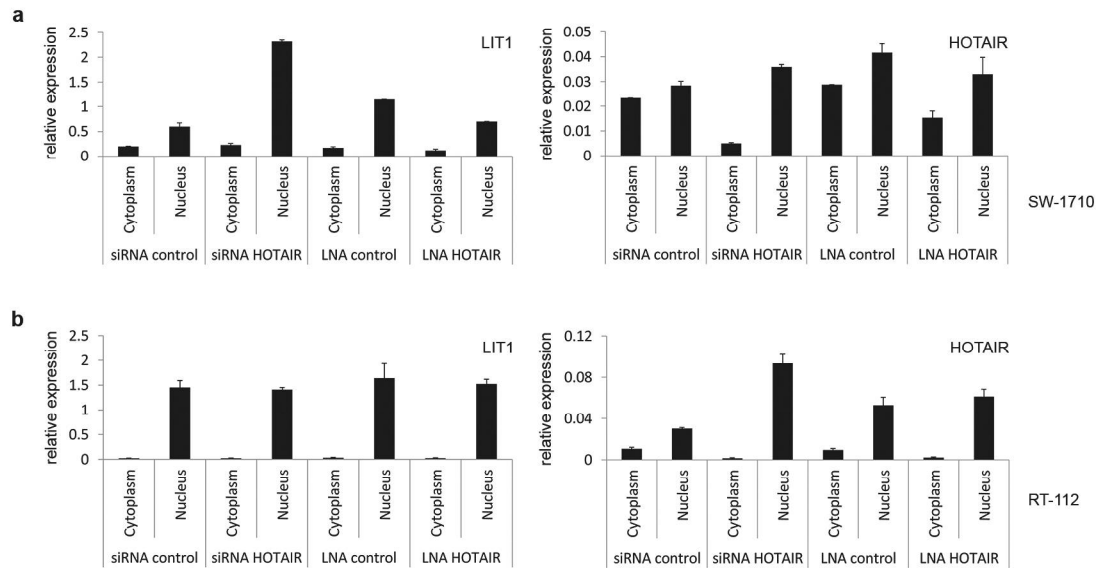

Supplementary Figure 1: Knockdown efficiency on subcellular fractions of HOTAIR

HOTAIR expression analysis (right) was performed for nuclear and cytoplasmic fractions from the two cell lines SW-1710 (top) and RT-112 (bottom) subsequent to knockdown of HOTAIR expression by siRNA or LNA-antisense oligos as compared to control samples. Expression of the exclusively nuclear localized lncRNA LIT1 (left) was determined to demonstrate purity of nuclear fractions.

How the deposited data were processed for this re-analysis (not part of the article)

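Expression was measured on 12 Affymetrix PrimeView arrays, with 3 arrays for each of the groups VM-CUB1_HOTAIR 20, VM-CUB1_LV, 5637_HOTAIR 4 and 5637_LV. Each array holds a separate RNA preparation of a clone of an established urothelial carcinoma cell line. The authors processed the arrays in GeneSpring GX 12.5 (methods) with RMA (the submitters' processing notes) and a baseline transformation, and deposited log2 values per probe set. The methods name the median of all samples as the baseline. In the deposited log2 table each probe set has a median of 0 over the 6 arrays of each cell line, to within 5.0e-07. Such values hold no expression level, and levels cannot be compared between genes or between lines.

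The planned filter for signal above background, a percentile of each array, needs levels and was not applied. For the same reason the gene was represented by the mean of all its probe sets, as set for this case, and not by its brightest probe set. Of 49395 probe sets, 102 controls were left out. Of the rest, 44988 had exactly 1 gene symbol in the platform annotation, 1832 had several and 2575 had none. Genes were named only from the first kind, which gave 18132 genes, 11734 of them with several probe sets. For 27 probe sets the symbol of the annotation was kept because its gene identifier had no match in the gene table, and 0 symbols needed an update beyond that. Genes without a probe set of 1 symbol are not analysed here, among them HOTAIR.

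The main test was limma (lmFit and eBayes, version 3.58.1, in R 4.3.3), two-sided, HOTAIR against vector within each cell line, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.01. The difference of the HOTAIR effect between the lines was tested as an interaction over all 12 arrays. Shared calls were counted between the fits of the 2 lines, beside the number that independent lists of the same sizes would share. Fold changes are on the scale of the RMA values. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. On simulated data for the VM-CUB1 comparison of 18132 genes, 44%, 98%, 100% and 100% of 50 genes each were called at log2 fold changes of 0.5, 1, 2 and 4. For the 5637 comparison these shares were 60%, 98%, 100% and 100%. In each, 3 unchanged genes were called. In the simulated comparison of the lines, 100% of 76 opposite genes and 0 of 100 genes changed alike were called. The opposite genes counted were those with a log2 fold change of at least 1 in each line. Noise was drawn separately for each probe set, and far fewer genes were changed than were called in the data. The shares may therefore not carry over to the data.

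Lists of genes were fixed before the data were examined and tested with camera of limma (preset correlation 0.01), with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. They covered HOX genes, epithelial and mesenchymal genes, urothelial differentiation, inflammation and interferon response, senescence-associated secretion, cell cycle, apoptosis, JAK-STAT signalling, splicing, cadherins, polycomb and partner genes, the genes the paper lists, and comparison lists that the paper does not discuss. The keratin, epithelial junction, EMT, secretory, interferon and negative cell cycle lists hold genes that the paper names for these samples. Tests of such lists are not independent of the paper's results on the same arrays. The counts for lists described elsewhere are not repeated. Of 24 urothelial differentiation genes, 5 rose and 7 fell in VM-CUB1, and 5 rose and 5 fell in 5637. Of 27 polycomb and HOTAIR partner genes, 7 rose and 7 fell in VM-CUB1, and 6 rose and 7 fell in 5637. Of 25 genes of hypoxia and glycolysis, 8 rose and 8 fell in VM-CUB1, and 8 rose and 1 fell in 5637. Of 23 retinoic acid response genes, 6 rose and 7 fell, and 8 rose and 3 fell. Of 43 ribosomal protein genes, 12 rose and 3 fell in VM-CUB1, and 1 rose and 11 fell in 5637. Of 3 posterior HOXD genes, 0 rose and 1 fell in VM-CUB1, and 0 rose and 2 fell in 5637. Of 43 DNA replication genes, 5 rose and 10 fell in 5637. Of 5 central HOXC genes, 0 rose and 4 fell in 5637, and the posterior HOXC list had an adjusted p of 0.72 there (camera). Of 13 epithelial keratins, 4 rose and 2 fell in 5637, and of 36 pro-apoptotic genes 12 rose and 13 fell in VM-CUB1. Of 19 markers of fibroblasts, endothelial, blood, muscle and neural cells, 0 rose and 2 fell in VM-CUB1. Of 10 sex chromosome markers, 0 passed in VM-CUB1 and 3 in 5637. When adjusted over the list alone, the counts of this paragraph that changed were those of urothelial genes (8 lower in VM-CUB1 and 6 lower in 5637), polycomb and partner genes (8 lower in VM-CUB1), hypoxia and glycolysis (9 lower in VM-CUB1 and 10 higher in 5637), retinoic acid response (5 lower in 5637), ribosomal proteins (11 higher in VM-CUB1), keratins (4 lower in 5637) and pro-apoptotic genes (13 higher in VM-CUB1). Without 1 array, some counts in 5637 moved by over 1.5 times. Without 5637_HOTAIR 4 replicate 2, 3 polycomb and partner genes rose and 3 fell, without 5637_HOTAIR 4 replicate 3 3 of them rose, and without 5637_HOTAIR 4 replicate 1 4 of them fell. For DNA replication, 3 genes rose without 5637_HOTAIR 4 replicate 1 or 3 or 5637_LV replicate 3. For retinoic acid response, 1 fell without 5637_HOTAIR 4 replicate 3 and 5 without 5637_LV replicate 1. For keratins, 2 rose without 5637_LV replicate 2 or 3. In VM-CUB1, 4 polycomb and partner genes fell without VM-CUB1_HOTAIR 20 replicate 1 or 2 or VM-CUB1_LV replicate 2. Some counts of 1 or 2 genes in these lists also moved without 1 array. The median, the mean and the test differed in sign for some lists that camera did not call. Within a line these were posterior HOXC, polycomb and partner, and hypoxia genes in VM-CUB1, and cadherins and markers of other cell types in 5637. For the difference between the lines they were polycomb and partner genes, JAK-STAT signalling and sex chromosome markers.

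The genes named in the text follow a rule set at the same time. It takes every gene that the paper names for the arrays, the 12 largest rises and 12 largest falls per line, the 6 largest differences between the lines in each direction among genes called in opposite directions, and up to 4 members of each list and line. Alternatives to the processing were the removal of probe sets with shared probes, quantile normalization or a common median on top, eBayes with a trend, the methods' t-test (unpaired, equal variance), 1 fit of all 12 arrays, the replicate number as a block, an adjusted p under 0.05, leaving out each array in turn, and for the lists an estimated correlation and fry. The planned percentiles and the brightest probe set could not be run on centred values. Where these values hold no level, the trend of eBayes carries no information on brightness. GO terms, DAVID and the supplementary tables were not used here, nor were qRT-PCR, ChIP and tissue measurements.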

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

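The test of the difference between the lines and the gene lists were planned. The counts over other splits of the arrays, the windows of neighbouring genes and the tests of explanations were chosen after the results were seen.

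The HOTAIR effect differed between VM-CUB1 and 5637 for 7614 genes by the interaction test, including all 1497 genes called in opposite directions and 18 HOX genes, 7 of them called in opposite directions. Calls in opposite directions nearly ensure that the difference passes too. Among genes called in opposite directions, the largest differences (VM-CUB1 minus 5637, log2) were those of VIM (10.21), SPOCK1 (8.10), FN1 (7.23), TUBA1A (6.84), SOCS2 (6.56) and CTSL (5.92). On the other side were CST6 (-10.36), LY75 (-8.17), CA2 (-8.07), KRT5 (-8.01), IL1A (-7.85) and SLC38A5 (-7.71). The 5637 call of FN1, with a log2 fold change of -0.28, was lost with quantile normalization and the methods' t-test, and without each array other than 5637_HOTAIR 4 replicate 2. That of SOCS2 was lost with the methods' t-test, in 1 fit of all 12 arrays and without 5637_HOTAIR 4 replicate 2 or 3. Those of VIM and IL1A were lost in 1 fit of all 12 arrays. With an estimated correlation, the difference had an adjusted p of 4.8e-04 for epithelial junction genes, 9.8e-03 for NF-kappaB response genes, and 0.018 for central HOXC genes and for cadherins and protocadherins.

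Some large changes on the arrays concern genes whose change with HOTAIR the paper's text does not report. In VM-CUB1_HOTAIR 20, PPARG, a regulator of luminal urothelial differentiation, rose by 4.95 (SE 0.061) on the log2 scale, FOXA1, another luminal factor, by 4.25 (SE 0.136), and SRGN by 9.98. The probe sets of FOXA1 gave log2 fold changes of 6.485 and 2.015. KDM6A, the gene of the H3K27 demethylase that the paper's discussion names as UTX, had a log2 fold change of -2.80 (SE 0.058) and TGFBI one of -8.39 (SE 0.090). In 5637_HOTAIR 4, PAEP rose by 5.24 (SE 0.149), and 12 of 17 genes of cholesterol synthesis fell.

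With 3 arrays against 3 there are 10 splits, so a share under 0.1 cannot be had within a line. The real counts were 7536 and 5430 called genes in VM-CUB1 and 5637, 2122 and 679 genes and 6308 and 2014 probe sets with at least 2-fold changes, and 17 and 13 HOX genes. The highest count in another split was 0 for each of these, and 1 of the 10 splits, the real one, reached it. For lists called by camera, the real counts were 7 and 14 and the highest others 4 and 10. Over 100 splits of both lines, 1 gave as many genes called in both lines as the real 3420, with a highest other of 0. For the difference between the lines 2 of 100 splits gave as many as the real 7614 genes. The highest other, 7940, keeps the real groups of both lines and turns the sign in 5637. For the lists of the difference 4 of 100 splits gave as many as the real 13, with a highest other of 14. Splits that kept the groups of 5637 alone called 11 to 13 lists, those that kept VM-CUB1 alone called 8 to 9, and splits that kept neither called up to 11. With the groups of 1 line kept, the other has 10 splits, which are too few for a share under 0.05 here as well.

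The first pattern is the size of the change in VM-CUB1_HOTAIR 20, where 136 genes changed by at least 16-fold. RNA of fibroblast, endothelial, blood, muscle or neural cells is argued against by 0 of their 19 markers being higher. As to differences between whole arrays, the median log2 fold change of all genes was -0.029 (scaled median absolute deviation 0.297). There were 1041 rises and 1081 falls of at least 2-fold, and 2117 such genes after quantile normalization against 2122 before. No whole-array shift of that size was thus left in the deposited values. RMA had already aligned the arrays with each other, so these values cannot tell whether whole arrays differed before it. A bias of the normalization that depends on the level was not tested, since centred values hold no level. A difference between the cloned cells apart from HOTAIR stays open, since 1 clone per construct was hybridised, and it cannot be told apart from an effect of HOTAIR. The hypothesis that HOTAIR caused the shift from epithelial to mesenchymal genes may hold, but the arrays cover this clone alone, and the further clones that the paper reports by other measures were not used here.

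The second pattern is that neighbouring genes shift together. In 352 windows of 50 neighbouring genes, the median over all genes was subtracted from the median log2 fold change of the window. The remainder lay beyond the largest such median of 1000 shuffles in 18 windows in VM-CUB1 and in 23 in 5637. That argues against a random order of the genes. Differences between single arrays are argued against by 0 such windows in 12 contrasts of 1 replicate against the others. Genes next to the HOXB, HOXC and HOXD clusters were counted, 50 for each, and those next to HOXA were not. In 5637, 27 were lower and 1 higher for HOXD (median log2 fold change -0.30, beside -0.56 for the cluster), 18 lower and 1 higher for HOXB (-0.11, beside -0.04) and 3 lower and 1 higher for HOXC (-0.05, beside -0.17). In VM-CUB1, 12 were lower and 4 higher for HOXB (-0.12, beside 0.95), 7 lower and 6 higher for HOXC (-0.02, beside 0.94) and 12 lower and 13 higher for HOXD (0.01, beside 0.02). Copy number differences between the cloned cells may account for the shift around HOXD in 5637 and for other windows, but a regional effect of HOTAIR predicts the same and cannot be told apart.

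The third pattern is the rise of interferon-stimulated and NF-kappaB response genes in 5637_HOTAIR 4. That 1 array decides it is argued against by 43 interferon-stimulated genes called higher at the least, whichever of the 6 arrays was left out, against 47 with all. As to differences between whole arrays, the median log2 fold change was -0.038 for all genes (scaled median absolute deviation 0.207), beside 0.755 and 0.861 for the 2 lists. After quantile normalization 48 and 30 genes were called higher, against 47 and 30. No whole-array shift of that size was left in the deposited values, but RMA had aligned the arrays beforehand. Whether whole arrays differed before it cannot be told, and a bias that depends on the level was not tested here either. A state of the cultures apart from HOTAIR could raise the same 47 genes and cannot be told apart with 1 clone per construct. That HOTAIR itself induces them is a hypothesis that these arrays do not settle.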

How the results depend on the processing

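The choices of the median of a gene's probe sets and of calling a gene by any of its probe sets were made after the data were seen, and all other alternatives before. The planned filters at the 20th and 40th percentiles and the brightest probe set were not run, since centred values hold no level. Signal over background is therefore unknown here, and genes that are not expressed stayed in the tests. Leaving out each array in turn gave 6554 to 7304 called genes in VM-CUB1 and 4209 to 5089 in 5637. The counts of all genes called, of genes and probe sets with at least 2-fold changes, of HOX genes called and of genes called in both lines did not move by over 1.5 times in these fits, nor after quantile normalization, a common median, eBayes with trend, 1 fit of all 12 arrays, removal of probe sets with shared probes or the median of probe sets. Smaller counts did move. The 2 lower HOX genes in VM-CUB1 were 1 without VM-CUB1_HOTAIR 20 replicate 1 or 3, without VM-CUB1_LV replicate 1 and without probe sets that share probes. The removal of those probe sets, which leaves fewer genes, took interferon-stimulated genes in VM-CUB1 from 23 higher and 20 lower to 12 and 13, ribosomal proteins from 12 to 6 higher, and hypoxia and glycolysis from 8 to 3 higher there and from 8 to 5 in 5637. The 4 lower central HOXC genes in 5637 were 2 in 1 fit of all 12 arrays. With the methods' t-test, 4 genes of hypoxia and glycolysis and 4 of retinoic acid response were higher in 5637, in place of 8 each, and 0 central HOXC genes were lower. Arrays of the same replicate number did not deviate together (correlations from -0.04 to 0.08). With the replicate number as a block, 6913 genes were called in VM-CUB1 and 4728 in 5637.

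With the methods' t-test, 1798 genes fell in 5637, 3 HOX genes were called there, and 1973 genes were called in both lines (530 lower, 602 higher, 841 opposite). At an adjusted p under 0.05, 1377 genes fell in both lines and 2288 were opposite. With at least 2-fold changes in both lines, 240 remained (30 lower, 108 higher, 102 opposite), by construction of a stricter rule. Camera called 7 lists in VM-CUB1, 14 in 5637 and 13 for the difference, and with an estimated correlation 1, 6 and 4. Fry, which asks another question, called 23 in each. Where any probe set called a gene, 1055 genes had at least 2-fold changes in 5637, and with the methods' t-test as well 3 HOX genes were called there. The cause of these shifts was not tested.

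Without probe sets that share probes, the log2 fold change turned to -0.31 for BNIP3 and 0.082 for RPS23 in VM-CUB1 and to -0.007 for IGFBP5 in 5637. With the median of probe sets that of RPS23 was 0.059. Probe sets of these genes disagree. Among named genes, the methods' t-test ended 54 calls and added 2, quantile normalization ended 3 and added 1, and the replicate block ended 12 and added 1.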

Differences from the paper's values

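The paper states 3728 genes with at least 2-fold changes in VM-CUB1 and 1195 in 5637, and here there were 2122 and 679 at the same thresholds. None of the alternatives set before the data were examined brought either count within 1.5 times of the paper's. Where any probe set of a gene was allowed to call it, a rule chosen after the values were seen, the counts were 3036 and 1055, and 2772 and 911 with the methods' t-test as well. Under the first of these rules 10 of the 12 genes that the paper lists as lower in both lines were called, and under the second all 12.

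For HOX genes in 5637 the paper gives 6 called and 5 lower, and here 13 were called and 9 were lower. For VM-CUB1 the paper gives 5 lower HOX genes and here 2 were lower. The values here cover 27 of the 39 genes, so the counts are over different sets, and the 15 higher HOX genes in VM-CUB1 match in number. No alternative set before the data were examined brought the count of 13 within 1.5 times of the paper's, and the methods' t-test gave 3. The count of 9 lower genes in 5637 came within it in 1 fit of all 12 arrays (6) and without 5637_LV replicate 1 (7). It did not under the other alternatives, where it was 8 or 9, or 1 with the methods' t-test. The count of 2 in VM-CUB1 stayed at 0 to 3 under all of them.

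The paper's figure shows HOXB8 alone as higher in 5637. Here HOXB2, HOXB9 and HOXD1 were also higher there (log2 fold changes 1.50, 0.46 and 0.27), and HOXC4, HOXC8, HOXC9, HOXD4, HOXD8, HOXD9 and HOXD13, not shown as lower, were lower by log2 fold changes from -0.37 to -0.87. By qRT-PCR the paper gives HOXB2 as higher in both lines (Fig. 7b), which is the direction found here. The methods' t-test left HOXB2 and HOXB8 as higher and HOXD10 as lower. In VM-CUB1 HOXB6 and HOXB13 were higher and HOXD13 was lower here, beyond those shown. HOXC6 and HOXD10 were lower in 5637 in both.

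The paper describes EMT-inducing factors as lower in 5637. Here 14 of 48 mesenchymal and EMT genes were lower and 10 higher, in a list that holds mesenchymal markers beside such factors. ZEB1 and SNAI1 were not called (log2 fold changes -0.05 and 0.10), and SNAI2 was lower (-1.48). The paper counts negative cell cycle regulators among the genes lower in VM-CUB1, which is no statement on the whole class. Here 11 of 26 were lower and 10 higher, with CDKN2A, CDKN2B and CEBPD among the lower ones. Cell cycle activating genes are described as higher in VM-CUB1 clones by microarray and qRT-PCR, and that sentence does not name them. The lists here are broader, cover 1 clone and include no qRT-PCR. Here 9 genes of mitosis were higher and 24 lower, and 17 genes of DNA replication were higher and 12 lower, with CCNE2 among the higher ones (log2 fold change 1.39). The paper names MMPs and laminins among the genes higher in 5637, without a count. Over the whole families, 4 MMP genes were higher there and 5 lower, and 1 laminin gene was higher and 3 lower. Of the 12 genes listed as lower in both lines, API5, COX6C and PLAGL1 were not called in both. PLAGL1 was called in both at an adjusted p under 0.05, in 1 fit of all 12 arrays and where any probe set called it.

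In Table 3 the paper gives SNAI1 as lower in both lines, and here its log2 fold changes were 0.13 in VM-CUB1 and 0.10 in 5637, neither called. ABL2 is given as higher in VM-CUB1, where it had a log2 fold change of 0.14 (adjusted p = 0.074). It was called higher there where any of its probe sets could call it, a rule chosen after the values were seen. IFITM1 is given as not detected in 5637, where it had a log2 fold change of 2.93, and PCDH10 as not detected in VM-CUB1, where it had one of -0.28. The directions given for PCDHB5, LAMB3, GDF15, OAS1 and MX1 match those found here.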

Other observations

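The lists below were planned, and the windows of neighbouring genes were chosen after the results were seen. In 5637_HOTAIR 4, genes of cholesterol synthesis fell, with 12 of 17 lower and 0 higher (13 and 0 when adjusted over the list alone). HSD17B7 had a log2 fold change of -1.26 (SE 0.077), SQLE, squalene epoxidase, of -1.25 (SE 0.057) and INSIG1, a sterol sensor, of -0.94 (SE 0.078). In VM-CUB1_HOTAIR 20, 8 genes of this list fell and 3 rose, with EBP at -1.98 (SE 0.054) and SC5D at 1.02 (SE 0.059). The list had an adjusted p of 2.3e-05 in 5637 (camera), and adjusted p = 0.30 with an estimated correlation. Genes of hypoxia and glycolysis rose in 5637, with 8 higher and 1 lower of 25 (10 and 1 when adjusted over the list alone), among them ERO1A (log2 fold change 0.99, SE 0.061). Without 5637_HOTAIR 4 replicate 2 or 3, and without probe sets that share probes, 5 were higher. The adjusted p was 2.6e-03 (camera), and adjusted p = 0.16 with an estimated correlation. Ribosomal protein genes had an adjusted p of 8.5e-03 in 5637, with RPL8 at -0.79 (SE 0.048), and adjusted p = 0.30 with an estimated correlation.

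Among genes of urothelial differentiation in VM-CUB1_HOTAIR 20, PPARG rose 30.8-fold, while CD24 was 9.72-fold lower (SE 0.066). This list had an adjusted p of 0.55 in VM-CUB1. Of the polycomb and partner genes, PHC1 rose 2.90-fold (SE 0.062) and PHC3 was 2.56-fold lower (SE 0.063) in VM-CUB1. EZH2 had log2 fold changes of 0.11 (adjusted p = 0.19) in VM-CUB1 and -0.29 (SE 0.049, adjusted p = 1.8e-03) in 5637, and those of SUZ12 were -0.28 (adjusted p = 3.5e-03) and -0.06 (adjusted p = 0.56). The EZH2 call was lost without 5637_HOTAIR 4 replicate 2, and the SUZ12 call with the replicate number as a block and without any single array other than VM-CUB1_LV replicate 1. Of the retinoic acid response genes, RBP4 rose 3.05-fold in 5637 (SE 0.134) and DHRS3 was 3.30-fold lower in VM-CUB1 (SE 0.071).

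Genes were placed by the RefSeq annotation of GRCh38.p14, which held 18081 of them. Of the windows of neighbouring genes, 4 lay beyond the shuffled medians in both lines, where independent lines would share 1.2. These 4 follow each other on chromosome 14, from CPNE6 to ATP6V1D, and were higher in both lines (named after their values were seen). In VM-CUB1 a window on chromosome 7 from CCDC146 to SAMD9L, named after its values were seen, had 33 of 50 genes lower and 2 higher. Among the 4 on chromosome 14, the window from SOS2 to ARMH4 had 31 of 50 genes higher in VM-CUB1 and 30 higher in 5637. Next to the HOXC cluster, in VM-CUB1, 6 of 50 genes were higher and 7 lower, with a median log2 fold change of -0.02, beside one of 0.94 for the HOXC genes.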
